# Global analysis of X-chromosome dosage compensation

**DOI:** 10.1186/jbiol30

**Published:** 2006-02-16

**Authors:** Vaijayanti Gupta, Michael Parisi, David Sturgill, Rachel Nuttall, Michael Doctolero, Olga K Dudko, James D Malley, P Scott Eastman, Brian Oliver

## Abstract

**Background:**

*Drosophila melanogaster *females have two X chromosomes and two autosome sets (XX;AA), while males have a single X chromosome and two autosome sets (X;AA). *Drosophila *male somatic cells compensate for a single copy of the X chromosome by deploying male-specific-lethal (MSL) complexes that increase transcription from the X chromosome. Male germ cells lack MSL complexes, indicating that either germline X-chromosome dosage compensation is MSL-independent, or that germ cells do not carry out dosage compensation.

**Results:**

To investigate whether dosage compensation occurs in germ cells, we directly assayed X-chromosome transcripts using DNA microarrays and show equivalent expression in XX;AA and X;AA germline tissues. In X;AA germ cells, expression from the single X chromosome is about twice that of a single autosome. This mechanism ensures balanced X-chromosome expression between the sexes and, more importantly, it ensures balanced expression between the single X chromosome and the autosome set. Oddly, the inactivation of an X chromosome in mammalian females reduces the effective X-chromosome dose and means that females face the same X-chromosome transcript deficiency as males. Contrary to most current dosage-compensation models, we also show increased X-chromosome expression in X;AA and XX;AA somatic cells of *Caenorhabditis elegans *and mice.

**Conclusion:**

*Drosophila *germ cells compensate for X-chromosome dose. This occurs by equilibrating X-chromosome and autosome expression in X;AA cells. Increased expression of the X chromosome in X;AA individuals appears to be phylogenetically conserved.

## Background

In most organisms, copy number at any given locus has little effect on proper organismal function. Very few genes are deleterious if present in only one copy (haploinsufficiency) or are overtly deleterious in three copies. Having more or fewer copies (aneuploidy) of a large fraction of the genome is, however, invariably incompatible with viability. For example, over 10% of human oocytes are aneuploid, but with a few exceptions none of these aneuploid oocytes gives rise to viable offspring [1]. The most common aneuploid genotypes in a wide range of species involve the deletion or duplication of a chromosome or chromosome segment. Deletions are the most deleterious.

In *Drosophila melanogaster*, a systematic study of aneuploids with deletions of different segments of chromosomes indicates that having only a single copy of 1% of the genome reduces viability (and often fertility) and having only a single copy of 3% or more of the genome is lethal [2]. From current estimates of gene content in *Drosophila*, 3% represents about 500 genes [3]. Therefore, having only a single copy of 500 genes or more usually results in the collapse of a major part of the genetic network. That genetic networks do indeed collapse because of minor differences in the expression levels of a few connected nodes is evident from genetic interaction studies. In the female germline, for example, the dose of the gene *ovarian tumor *(*otu*) strongly modifies the sterility phenotype of flies heterozygous for *ovo*^*D *^[4]. (The gene *ovo *encodes a transcription factor that acts on *otu *[5]). Similarly, in the male germline, heterozygosity for *haywire *or *β-tubulin *mutations are tolerated, but heterozygosity for both results in failed spermatogenesis [6].

The sex chromosomes represent an extraordinary exception to the genetic imbalance rule. *Drosophila *males have one copy of the X chromosome per diploid set of autosomes (X;AA) and females have two (XX;AA) [7]. As the *Drosophila *X chromosome bears about 20% of the genome [3], *Drosophila *males vastly exceed the usual 3% single-copy threshold for viability. This is not due to an underrepresentation of dosage-sensitive genes on the X chromosome, as females are sensitive to X-chromosome deletions [2]. Therefore, males have a special mechanism(s) to compensate for X-chromosome dose (for reviews see [8,9]). An extensive set of autoradiographic experiments on the giant polytene chromosomes of the salivary gland showed that the X chromosome in X;AA flies is expressed at roughly twice the level as an X chromosome in XX;AA flies. Hypertranscription of the X chromosome in karyotypic males is dependent on a complex of at least five proteins and two non-coding RNAs. The genes encoding the proteins in the complex are referred to as the *male specific lethal (msl)* loci (*msl*). Males lacking any of the *msl *activities show reduced X-chromosome transcription and die as larvae. At the molecular level, these genes encode a histone-modifying MSL complex, which acetylates histone 4 on lysine 16 (H4 K16). The modification is thought to relieve the general repressive action of histones and result in increased transcription.

Interestingly, the MSLs do not function in the germline. The X chromosomes of male germ cells are not decorated with MSL complexes and are not hyperacetylated at H4 K16 [10]. Furthermore, neither the genes encoding the MSL complex nor the obligate somatic regulators of the MSLs are required for germline viability [11,12]. There is similar lack of evidence of dosage compensation in the germline of other organisms [13,14], leading to the hypothesis that germ cells are dosage-tolerant. Alternatively, dosage compensation in germ cells may be MSL-independent. Whether the germline X chromosome of *Drosophila*, or indeed of any organism, is dosage compensated is one of the major unresolved issues in the study of sex chromosomes. Our array results indicate that *Drosophila *germ cells do, in fact, dosage compensate.

Equally enigmatic are the dosage-compensation systems in *Caenorhabditis elegans *and mammals, which are based on reducing X-chromosome expression in XX;AA cells [15,16]. This is seen most clearly in mammals, where one of the X chromosomes in XX;AA females is inactivated. In *C. elegans*, both the X chromosomes in XX;AA hermaphrodites show reduced expression. In both cases, the dosage-compensation model equilibrates X-chromosome expression between the sexes but it also makes both sexes functionally aneuploid with respect to the autosomes. Both males and females (or hermaphrodites) become functionally X;AA. It has been suggested that this is counterintuitive, as within each diploid X;AA organism, gene expression from a single X chromosome should be equilibrated and balanced to the autosomes [17-20]. Therefore, it is more useful to think of X-chromosome dosage as a mechanism for equilibrating X chromosome and autosome expression, rather than as only a mechanism for equilibrating expression between the sexes. This predicts, for example, that in mammals both the single X chromosome of males and the single active X chromosome in females are hypertranscribed [17,18]. While there is an overwhelming literature supporting X-chromosome inactivation, there has been very little experimental evidence to support hypertranscription of the active X chromosome [21]. Our examination of array results in *C. elegans *and the mouse suggests that such X-chromosome hypertranscription does occur.

## Results

### Comparing XX;AA and X;AA expression ratios

Gene expression in XX;AA and X;AA tissues can be simply visualized by plotting the hybridization intensities of the two samples in a scatterplot (Figure 1). There is modest sex-biased expression in the soma, but extensive sex-biased expression in the gonads. In the absence of dosage compensation, we would expect to see XX tissue expression at twice the level of X tissues. There is no evidence of such a distribution of X-chromosome expression ratios in either tissue. The bulk of the XX versus X expression data points overlies the bulk of the AA versus AA expression data points in both tissues. This indicates that the single X chromosomes of X;AA soma and gonads are expressed at the same level as the two X chromosomes in XX;AA soma and gonads. This strongly suggests that somatic dosage compensation is widespread in adult tissues. More importantly, this provides the first strong evidence that X-chromosome dosage compensation occurs in the germline. It is, however, much more difficult to look for subtle effects of gene dose in the germline because of the dramatic and extensive sex-biased expression observed between ovaries and testes: this sex bias affects about 31% of the genome and results in a greater than tenfold difference in expression level for some genes.

To avoid distortion due to sex-biased expression, we included sex-transformed tissues in our experiments (see Materials and methods). These tissues were produced by genetic manipulation of the sex-determination hierarchy (Figure 2, and see [7,22] for reviews). 

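Ovaries of XX;AA females mutant for otu or Sxl, and ovaries of X;AA flies turned into females by a hs-tra transgene, which expresses a female-specific tra cDNA, all hold many poorly differentiated germ cells. They were hybridized with each other, with wild-type ovaries and with testes on 15 arrays that form a loop. There were 4 arrays of otu over hs-tra ovaries, 4 of Sxl over otu ovaries, 2 of Sxl over hs-tra ovaries, 2 of Sxl over wild-type ovaries, and 1 each of wild-type ovaries over hs-tra ovaries, Sxl ovaries over testes and hs-tra ovaries over testes. Of the otu over hs-tra arrays, 2 used the insertion Df(3L)st[j7] P{hs-tra} and 2 used hs-tra[83], with the dyes exchanged within each pair. The Sxl over hs-tra arrays used 1 insertion each, with Sxl in the same channel. In the soma, 1 array each compared XX;AA flies turned into males by dsx with the germlineless X;AA sons of tud mothers, XX;AA female carcasses with X;AA hs-tra carcasses, and whole females of a dysgenic cross with hs-tra carcasses. The labels of the female over hs-tra carcass array name both insertions in different fields. They give flies of 3 to 5 days for these 3 arrays and for an array of hs-tra over male carcasses, and of 5 to 7 days for all others, where the paper's methods give 5 to 6 days. The paper states that most direct comparisons include both dye-flip labeling replicates and biological replicates. Its text does not say which arrays are which, and its figure of the design (Additional data file 2) was not used here, so p-values measure the spread between these arrays, which may be partly technical, and the number of arrays limits the precision.
tra itself checks the labels, because hs-tra tissue carries extra tra. It was lower in the other tissue than in hs-tra tissue by more than 0.1 on the log2 scale on 9 of 11 arrays, higher on 1, and within 0.1 of equal on 1 otu over hs-tra[83] array, whose labels it does not check. The log2 ratio of tra in the other tissue over hs-tra was -1.01 and -0.76 on the otu arrays with Df(3L)st[j7] P{hs-tra}, -2.66 and -0.0005 on those with hs-tra[83], -3.10 on the Sxl array with Df(3L)st[j7] P{hs-tra}, -0.44 for wild-type ovaries, -2.98 for female carcasses and -0.86 for dysgenic females. The ratio of hs-tra over the other tissue was 3.29 for testes and 3.35 for male carcasses. On the array labelled Sxl over hs-tra[83] tra was higher in the channel labelled Sxl, at 2.82. This array correlated with the other Sxl over hs-tra array at -0.69 (Pearson's r over elements), and the 2 Sxl over wild-type ovary arrays, with Sxl in the same channel, correlated with each other at -0.76. By the labels, neither comparison therefore has a settled direction, and their values are given as labelled and with signs turned. For Sxl over hs-tra, the ratio from the 11 loop arrays outside both comparisons correlated across genes at 0.77 with the Df(3L)st[j7] P{hs-tra} array. It correlated at -0.65 with the hs-tra[83] array. Both this ratio and tra thus fit the labels of the first array and not of the second.
The deposited values are log2 ratios that the authors had normalized by print-tip loess within arrays and by quantiles between arrays, and the sources do not state which channel is the numerator. Channel 2 over channel 1 is likely, because testis, eggshell, yolk and accessory gland genes fit it on 4 of 7 arrays that hold a tissue rich in them. On the wild-type over hs-tra ovary array eggshell genes fit it, 11 of 11, and yolk protein genes lay on both sides of 0, while on both Sxl over wild-type ovary arrays eggshell and yolk protein genes ran against each other. The elements of a gene were averaged, and all 15 arrays entered 1 fit with limma (version 3.58.1), with the direct and indirect routes to each comparison. Of the 2 Sxl over wild-type ovary arrays, 1 correlated across genes at 0.85 with the ratio that the 11 arrays outside both comparisons give, and the other at -0.74, or at -0.21 and 0.17 with the single wild-type over hs-tra array turned. The loop was refitted with 3 turnings. The first turns the Sxl over hs-tra[83] array and the Sxl over wild-type array at 0.85, and the second turns their partners. The third turns the Sxl over hs-tra[83] array and the Sxl over wild-type array at -0.74. For Sxl over hs-tra, the second turning goes against tra and the 11 arrays. The wild-type over hs-tra array correlated with 1 otu over hs-tra[83] array at -0.42. The conditions could oppose there, so its direction was kept.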

We use gonad samples to assay germline dosage compensation. Although both wild-type and transformed gonads are composed of germline and somatic tissues, germline cytoplasm accounts for the bulk of the mRNA [4,11,23]. We confirmed that the germline contributes the majority of the transcripts in these hybridizations, as we were unable to extract sufficient RNA from similar numbers of dissected empty gonads [24]. More importantly, we directly verified the composition of the sample gonads by looking for clusters of genes with germline-biased expression and for individual genes with known germline-specific or germline-biased expression patterns (Figure 3). These samples allow us to isolate the effect of X-chromosome dose from the confounding effects of sexual dimorphism.

Scatter in the XX;AA versus X;AA data due to sex-biased expression can be very effectively reduced by sex transformation (Figure 4). When we compare expression of XX;AA and X;AA soma that were sexually matched (for example, females versus males transformed into females, and males versus females transformed into males), we observe very little high-magnitude differential expression. 

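In the matched male soma, dsx males over tud males, Cyp6g1, a cytochrome P450, had the highest log2 ratio at 2.84 (7.17-fold). CG18180 followed at 2.34, CG10910 at 2.33, Ugt35C1, a UDP-glycosyltransferase, at 2.27 and CG18179 at 2.19. MtnA, a metallothionein, was lowest at -2.21, followed by the yolk protein gene Yp1 and by CG18609, both at -1.53, Obp19b at -1.48 and Hsp26 at -1.38. Contractile genes of muscle had a median log2 ratio of 0.66 and genes of oxidative phosphorylation 0.46, both above all of 10000 random lists of the same size, and heat shock genes had a median of -0.60, below all of them. In the matched female soma, female over hs-tra carcasses, the highest were Jon25Bii, a gut protease, at 2.84, Arr2, an arrestin of the eye, at 2.48, LManVI at 2.10, CG6283 at 2.01 and LManIII at 1.84. The lowest were tobi, an insulin-responsive alpha-glucosidase, at -4.93, fit at -4.56, tra at -2.98, CG11892 at -2.89 and TotB at -2.58. Yolk protein genes had a median of -1.20 there and -0.95 in dsx over tud males. Muscle genes had a median of 0.56 and oxidative phosphorylation genes of 0.19 in female over hs-tra carcasses.
In dysgenic females over hs-tra carcasses, which set whole flies against carcasses, the highest were Cyp6g1 at 2.63, Jon99Ci at 2.22, Arr1 at 2.11, Arr2 at 1.92 and fit at 1.91. The lowest were Bbd at -2.31, lectin-37Da at -2.14, BomS2 at -2.13, the antimicrobial gene Mtk at -1.94 and CG10910 at -1.80. Immune genes had a median of -1.07 there, muscle genes of -0.53 and oxidative phosphorylation genes of -0.32, below all random lists, and yolk protein genes had a median of 1.01. Digestive genes had medians of 0.61, 0.37 and 0.62 in the 3 comparisons in the order given, higher than all random lists in each. More than 2-fold in either direction were 0.980% of genes in dsx over tud males, 1.55% in female over hs-tra carcasses and 0.766% in dysgenic females over hs-tra carcasses. Each comparison is 1 array, so these differences have no replicate check, and genes named are the 5 largest each way with all elements on the same side.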

Even more striking is the similarity in the expression profiles of transformed ovaries bearing non-differentiating germ cells. 

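Of 9283 genes tested in otu over hs-tra ovaries, 20 changed, 16 higher and 4 lower in otu ovaries (adjusted p under 0.05 from limma; 1256 at an unadjusted p under 0.05). The count was 112 with arrays scaled, 4 with dye swaps averaged and 2 with direct arrays only. Without 1 array it was 9 and 8 for those with Df(3L)st[j7] P{hs-tra} and 10 and 16 for those with hs-tra[83]. With robust limma variances and a trend over the mean absolute log2 ratio it was 0 (1291 at an unadjusted p under 0.05). That covariate grows with the ratios themselves, so this 0 does not stand for a trend over intensity, which was not used here. The prophenoloxidase genes PPO1 and PPO2 rose by log2 values of 1.301 (standard error 0.19, adjusted p = 0.0098) and 0.84 (standard error 0.095, adjusted p = 0.0026 from limma). Other rises were mrva at 0.93, the odorant-binding protein gene Obp99a at 0.77, CREG at 0.62, CG5958 at 0.61, the neprilysin-like Nepl21 at 0.48 and Mccc1, a subunit of methylcrotonoyl-CoA carboxylase, at 0.43. On the X, CG11382 rose by 1.28, Hesr by 0.53, PIG-T, a subunit of the GPI transamidase, by 0.39 and Rtca, an RNA cyclase, by 0.34. Unr, an RNA-binding protein that acts in the translational control of msl-2, fell by 0.66 on the log2 scale, the V-ATPase subunit gene Vha26 by 0.47, mute by 0.41 and Ostgamma, of the oligosaccharyl transferase, by 0.34. Each of these genes had the same sign on 4 of 4 arrays.
No member of the 20 gene lists passed over all genes. Adjusted over the list alone, 16 of 26 digestive genes passed, all higher in otu ovaries (camera adjusted p = 2.8e-11, and adjusted p = 0.31 with an estimated correlation), with the gut proteases Jon99Fi at 1.23, Jon99Ci at 1.09, Jon65Aiv at 1.07 and Jon65Aiii at 0.90. Only 4 of 26 did so under the first turning and 9 of 26 under the third. Likewise adjusted over the list alone, 2 germline markers, vas and bam, were higher and 1, exu, lower, 1 immune gene, PGRP-SC2, was higher and 2, Def and DptB, lower, 1 of the genes the paper names, vas, was higher, and 2 dosage compensation genes, msl-1 and msl-3, the eggshell gene Cp38 and the neuronal gene ChAT were lower. No member passed in the other 13 lists. Oocyte genes had values of -1.04 for BicC, -0.84 for exu and -0.79 for osk, and yolk protein genes of 1.1003 for Yp1, 0.95 for Yp2 and 0.37 for Yp3, none of which passed over all genes. Genes of the MSL complex were at -0.30 for msl-1, -0.24 for msl-3, -0.04 for mle, -0.020 for msl-2 and -0.018 for mof. The gene for heterochromatin protein HP1 was at -0.28, tud at -0.24, tra2 at -0.21, stil at -0.18, hay at -0.16, bgcn at 0.09, pum at 0.08 and dsx at -0.00061, and none of the 18 measured genes that the paper names passed over all genes.
In Sxl over hs-tra ovaries as labelled, 0 of 9283 genes passed (limma; 761 at an unadjusted p under 0.05), and no member of the lists passed over all genes. Adjusted over the list alone, 4 of 11 eggshell genes and 1 of 3 yolk protein genes passed, all higher in Sxl ovaries in this fit. Each was above 0 on 1 direct array and below 0 on the other, as with dec at -0.94 and 1.84. The values of HP1, stil, msl-2, msl-3 and tra2 were -0.43, -0.27, -0.18, -0.18 and -0.11, and those of msl-1, mle, mof, dsx, hay and pum were 0.10, 0.02, 0.03, 0.04, -0.04 and -0.01. The count was 1215 under the first turning, 0 under the second, 3201 under the third and 500 with the 4 doubtful arrays left out. The same settings gave 723, 31, 2024 and 865 for otu over hs-tra. These settings were chosen after the values were seen.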

The high-magnitude differences in expression observed between wild-type XX;AA ovaries and X;AA testes (Figure 1) are nearly abolished when we compared XX;AA and X;AA transformed ovaries (Figure 4). 

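Genes of spermatocytes and spermatids had a median log2 ratio of -1.85 in hs-tra ovaries over testes, and of -0.15 in otu over hs-tra ovaries. Seminal fluid genes, which belong to the accessory gland rather than to germ cells, were at -2.73 and 0.05 in these comparisons. Yolk protein genes were at 2.94 and 0.95. Over 10-fold differences were found for 67 genes in Sxl ovaries over testes, for 45 in hs-tra ovaries over testes, and on the 4 single arrays of otu over hs-tra ovaries for 1 gene each on 3 arrays and 0 on the other. More than 1.5-fold in either direction were 33.2% of genes in hs-tra ovaries over testes and 30.8% in Sxl ovaries over testes. The share was 3.66% to 6.39% on the 4 single arrays of otu over hs-tra ovaries and 2.07% in their mean. It was 5.07% and 16.8% on the 2 arrays of Sxl over hs-tra ovaries, and in their mean 0.790% as labelled and 9.61% with either array turned. Wild-type over hs-tra ovaries had 7.33%, and the 2 arrays of Sxl over wild-type ovaries 12.0% and 17.3%, with 0.236% in their mean as labelled and 14.8% with either turned. Sxl over otu ovaries, both XX;AA, had 1.03% in the mean of 4 arrays. A mean of more arrays holds less noise and has fewer genes past a fold, so the single arrays are the like comparison with the testis arrays, of which there was 1 each.

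**Figure D1:**
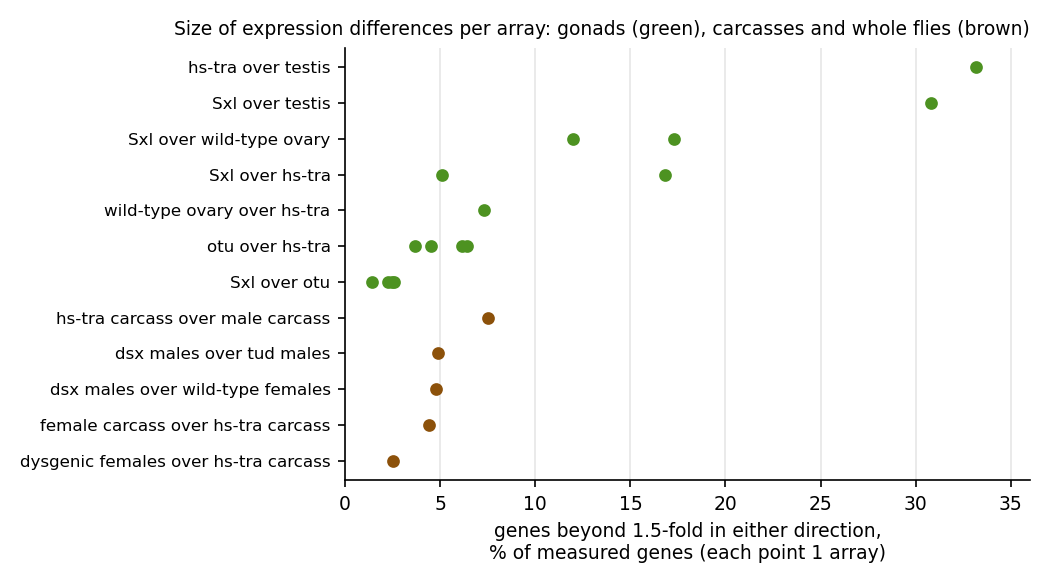
Percentage of measured genes (x axis) that differ by more than 1.5-fold in either direction, for each comparison (y axis). Each point is 1 array, green for gonads and brown for carcasses and whole flies; the testis arrays lie at 30.8% and 33.2%, and no other array lies above 17.3%.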

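Across the X and autosomal genes of each array, the median log2 ratio lay close to 0 for both. On the 4 arrays of otu over hs-tra ovaries the X median was 0.069, 0.077, 0.059 and 0.022, and the autosomal median -0.014, 0.027, -0.020 and 0.024. On the arrays labelled Sxl over hs-tra ovaries the X median was -0.086 with hs-tra[83] and 0.075 with Df(3L)st[j7] P{hs-tra}, beside autosomal medians of -0.0010 and -0.040. A full effect of 2 doses against 1 would be a log2 ratio of 1. Autosomal dose, described below, gave median shifts far below the copy ratio. In ovaries they were 0.053 for the 1.5-fold and 0.14 for the 3-fold region of 2L. In whole females and males the 3-fold region gave 0.41 and 0.57. An X median far below 1 is therefore no measure of compensation by itself. Flies turned into males by dsx over tud males had an X median of -0.019 and an autosomal median of 0.0070, and female over hs-tra carcasses 0.043 and 0.013. Of 1569 X genes tested in otu over hs-tra ovaries, 4 rose and 0 fell (limma). As a set the X genes stood higher (camera adjusted p = 4.7e-07), which the test with an estimated correlation did not call (adjusted p = 0.31).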

The implications from visual examination of the scatterplots are clear, as hybridization to array elements corresponding to X-chromosome and autosomal genes show expression ratios centered tightly on unity. We confirmed the veracity of this exploratory analysis using multiple statistical tools (see the section Transcriptional response to altered autosomal gene dose, below). This strongly supports the idea that X-chromosome dosage compensation occurs in the germline.

It is formally possible that X chromosomes are dosage compensated in XX;AA versus X;AA transformed germ cells but not in wild-type oogenic and spermatogenic germ cells. Although most of the data points lie along the diagonal in scatterplots of hybridization intensities comparing XX;AA ovaries and X;AA testes, regression lines for X chromosome and autosome expression profiles are differentially deflected (Figure 5). This is caused by the large number of genes showing male-biased expression on the autosomes and the lower density of genes with male-biased expression on the X chromosome [25]. There are, however, many genes with 'housekeeping' functions on both the X chromosome and the autosomes that are expected to be equally expressed in both oogenic and spermatogenic germ cells.

To determine how genes with housekeeping function respond to dose in the germline, we examined in more detail the expression levels of nuclear genes encoding cytoplasmic or mitochondrial ribosomal subunits [26]. The X chromosome and autosomal genes show strikingly similar distributions (*p *> 0.1 by regression analysis of slopes and intercepts), despite a twofold difference in X-chromosome dose (Figure 5b). We also identified a *de facto *set of housekeeping genes by investigating array elements showing reduced hybridization variance and high intensity hybridization across all our experiments (Figure 5c). In the absence of dosage compensation, we would expect a deficit of X chromosome genes in this subset, as they would show increased variance due to the dose difference. We found no deficit of X-chromosome encoded genes showing low-variance expression. Both these analyses indicate that at least some X-chromosome genes are dosage compensated in the wild-type germline.

### Transcriptional response to altered autosomal gene dose

To understand the precision of X-chromosome dosage compensation, we first need to understand the general response of the biological system to altered gene dose. What should we expect if there is no X-chromosome dosage compensation? A twofold difference in gene dose is unlikely to always result in a twofold difference in steady-state transcript levels, as many genes are regulated by elegant feedback mechanisms that would dampen the effect of gene dose. Similarly, we need to prove that the entire data-handling pipeline allows us to see gene-expression differences associated with altered gene dose.

To determine whether differences in genetic dose result in detectable differences in gene expression, we have directly measured gene-expression changes resulting from altered gene dose due to deficiency (deletion) and duplication of an autosomal segment of the genome. 

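Flies with 3 copies of a segment of chromosome arm 2L (Dp/+) were set directly against flies with 1 copy of part of it (Df/+) on 6 arrays, 2 each of whole females, whole males and ovaries. Dp/+ was in channel 2 on 1 array of each tissue and in channel 1 on the other, and every ratio was turned to Dp/+ over Df/+. The paper states that the mRNA of each tissue came from 2 independent preparations. The values are deposited log2 ratios of the same kind as for the transformed tissues. The 2 arrays of a tissue correlated over elements at 0.60 for females, 0.83 for males and 0.18 for ovaries. The standard deviation of the log2 ratios was 0.20 and 0.18 for females, 0.25 and 0.27 for males, and 0.096 and 0.12 for ovaries, the narrowest of all 27 arrays, so the scale of the ovary arrays is the least certain. Blank values made up 16.5% to 18.2% of elements on the whole-fly arrays and 3.2% on the ovary arrays, so the background handling may not be the same.
The limits of the 1.5-fold and 3-fold regions were found from the ratios along 2L as nested steps. In each tissue they came from the arrays of the other 2 tissues, so no array set the limits in which its shift was measured. Counts of single genes used the genes common to the limits of the 3 tissues, which together drew on all 6 arrays. The shift of a region is the median log2 ratio of its genes minus the median of autosomal genes outside it. Gene order was taken from a table of the Release 6 plus ISO1 MT assembly, and the cytological limits of the aberrations were not used here. Shifts were tested by an exact two-sided sign-flip test over the 6 arrays, whose smallest p is 0.03125. Single genes were tested with limma on the mean over the 3 tissues. That test takes its spread from within the 2 arrays of each tissue, so standard errors and p-values leave out differences between tissues.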

The duplication that we used overlaps the deletion region, but covers more genes. Flies heterozygous for the duplication *Dp(2:2)Cam3*/+ (*Dp*/+) have three copies of around 330 genes, while flies heterozygous for the deletion *Df(2L)J-H*/+ (*Df*/+) are hemizygous for a subset of around 70 of those duplicated genes [27]. 

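In the ratios, the segment higher in Dp/+ than in Df/+ flies ran over 277 to 282 measured genes of 2L, depending on the tissue left out. It began between Ugt37B1 and PDZ-GEF and ended at LManVI or SoxN. Within it, 32 to 34 genes from uif or CG43322 to CG5973 or santa-maria formed the inner, 3-fold step. On its sides 90 or 94 genes and 154 or 155 genes formed the outer, 1.5-fold step. Copy number was not measured, so genes with 1 copy in Df/+ flies may lie in the outer step and raise its shift. The inner region had 32 genes when all 6 arrays were used together. With at least 10 genes in each part in place of 20, the inner region used for ovaries had 18 genes, from CG4502 to santa-maria, and those for females and males stayed at 33 and 32. These are measured genes that could be placed on the arm, so genes without an element are not counted.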

By directly comparing gene expression in flies bearing these aberrations, we assayed the consequences for gene expression of 1-fold, 1.5-fold, and 3-fold differences in gene dose along chromosome arm 2L.

We isolated mRNA from two independent preparations of females, males and ovaries and performed six hybridizations comparing *Dp*/+ and *Df*/+ samples directly against each other on microarrays (Figure 6). The effect of altered autosomal gene dose is obvious in the moving average plots of expression ratios against position along the chromosome arm (Figure 6). 

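Within the inner, 3-fold region, 25 of 30 tested genes were higher in Dp/+ flies, 0 were lower and 5 did not pass the test (limma, mean over the 3 tissues). The limits of this region were found from the ratios of these same arrays, so a high count is partly built in. The largest were muc, the E2 subunit of pyruvate dehydrogenase, at a log2 ratio of 0.94 (1.92-fold; standard error 0.027, adjusted p = 5.7e-07 from limma), CG5958 at 0.81, CG5171 at 0.77 and CG13784 at 0.73. Over the 6 arrays muc ran from 0.375 to 1.62 with an SD of 0.53, a spread between tissues that its standard error leaves out. With 1 coefficient for all tissues, 8 of 10176 genes on the arrays passed. The median gene of the region was at 0.40, and none reached 3-fold in the mean over the tissues or in any single tissue. In males 24 of 32 genes were higher and muc reached 1.58, in females 22 of 30, and in ovaries 9 of 32.
Within the 1.5-fold region, chosen in the same way, 133 of 225 tested genes were higher, 1 was lower and 91 did not pass. The largest were CG7214 at 1.19 (standard error 0.030, adjusted p = 3.6e-07 from limma), CG7203 at 1.02, Glt, which encodes glutactin, at 0.70 and CG9498 at 0.66. CG7214 and CG7203 reached 2.596 and 2.75 in males, above a 3-fold ratio, and were at 0.011 and 0.021 in ovaries. Over the 6 arrays CG7214 had an SD of 1.17. The median gene was at 0.13, and 4 of the 225 exceeded 1.5-fold. In males 133 of 236 were higher and 8 lower, in females 67 of 230 and 1, and in ovaries 11 of 241 and 1.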

We observed distinct alterations of gene-expression ratios between *Dp*/+ and *Df*/+ flies within the cytologically defined aneuploid regions in males, females and ovaries. 

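In each tissue the highest moving average of 20 genes on 2L lay over or beside the inner region. In females it was 1.37-fold, from Nuf2 to CG5973, in males 1.62-fold, from Pvf3 to santa-maria, and in ovaries 1.18-fold, from MME1 to gudu. In these windows each gene had values on both arrays. A further set was made of the genes of a region alone, in order, with values on at least 1 array, so its windows hold no gene from beyond the limits of a region, and those of the 1.5-fold region skip the 3-fold region. Over those of the 3-fold region the median was 1.28-fold in females, 1.40-fold in males and 1.15-fold in ovaries. Over those of the 1.5-fold region it was 1.09-fold, 1.18-fold and 1.07-fold. The lowest of those of the 1.5-fold region was 0.062 on the log2 scale in females, 0.12 in males and 0.0095 in ovaries, above equal expression in each tissue.

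**Figure D2:**
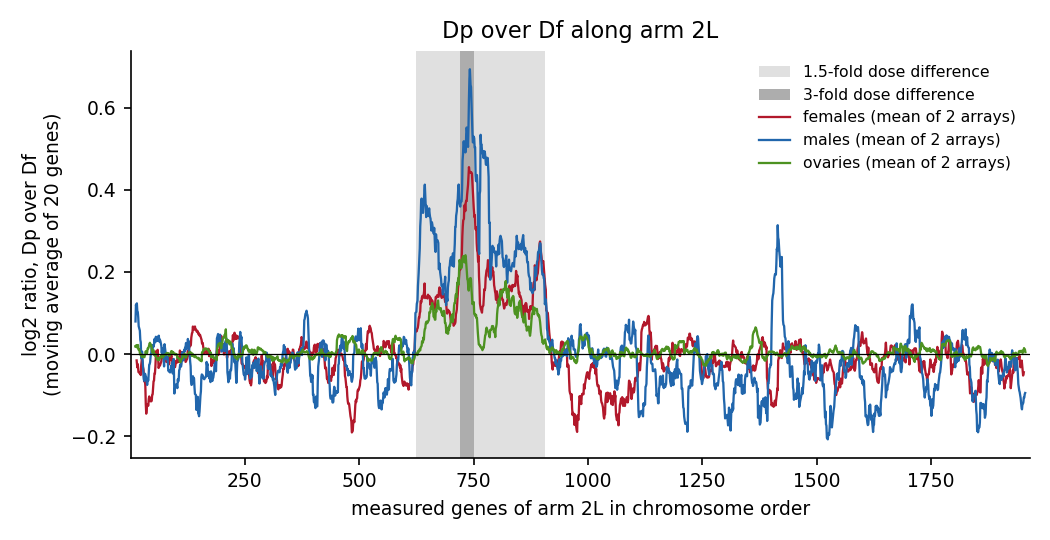
Moving average of 20 genes of the log2 ratio of Dp/+ over Df/+ (y axis) along the measured genes of chromosome arm 2L in order (x axis), as the mean of 2 arrays for females, males and ovaries, with the 1.5-fold and 3-fold regions shaded. The lines rise at the outer limits of the shaded region and again in its inner part, to 1.62-fold in males, 1.37-fold in females and 1.18-fold in ovaries.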

Moving from left to right along such a plot, the ratios are essentially 1.0 (indicating equivalent expression) in the region that is two-copy in both *Dp*/+ and *Df*/+ flies, until reaching the region that is three-copy in *Dp*/+ flies and two-copy in *Df*/+ flies. At this position there is a strong break in the moving average towards *Dp*-biased expression. A similar break in the moving average occurs at the transition to the region that is three-copy in *Dp*/+ flies and single-copy in *Df*/+ flies. Altered fold ratios between *Dp*/+ flies and *Df*/+ flies return to baseline as the proximal breakpoints of the aberrations are crossed.

The differences in gene-expression ratios corresponding to 1-, 1.5- and 3-fold dose changes on chromosome 2L are highly significant (*p <<*10^-4 ^by ANOVA followed by Tukey HSD, Hodges-Lehmann, and Kolmogorov-Smirnov tests; see Materials and methods). 

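Genes of the 3-fold region were shifted by a log2 ratio of 0.38 ± 0.20 (SD, n = 6 arrays; 1.297-fold) from the other autosomal genes. Genes of the 1.5-fold region were shifted by 0.12 ± 0.078 (SD, n = 6; 1.09-fold). The 3-fold region exceeded the 1.5-fold region by 0.25 ± 0.13 (SD, n = 6). All 3 differences were above 0 on 6 of 6 arrays (exact sign-flip test, p = 0.03125 each, the smallest that 6 arrays allow). The shifts of the 3-fold region were 0.44 and 0.39 in females, 0.57 and 0.58 in males, and 0.14 and 0.14 in ovaries. In the 1.5-fold region 66.5% to 88.6% of genes were above the autosomal median per array, and in the 3-fold region 67.6% to 100%. The test takes arrays as replicates, not genes. Over genes with no blank element on the arrays with 12.8% to 24.0% blank values, chosen after the values were seen, the 1.5-fold region was shifted by 0.19 ± 0.067 (SD, n = 6). From these differences between regions of different dose, the paper concludes that changes in expression due to autosomal gene dose are readily detectable, and takes them as a metric for X-chromosome ratios between XX;AA and X;AA tissues.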

No other similar large blocks of genes elsewhere in the genome show significantly greater expression in *Dp*/+ flies than in *Df*/+ flies. 

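Outside the aberrations, the highest moving average of 20 genes was 0.18 (1.13-fold) on 2R, from Cyp4ad1 to Cirl, above 0 on 6 of 6 arrays. It was 0.21 and 0.22 on the female arrays, 0.27 and 0.34 on the male arrays, and 0.029 and 0.025 on the ovary arrays. The next were 0.11 on 3R, from CG31104 to alrm (5 of 6 arrays), and 0.096 on 2L, from Ance-3 to wb (3 of 6 arrays), where both male arrays stood at 0.32. The lowest was -0.10 on 2R, from Klp59C to tbrd-3 (4 of 6 arrays). With windows of 10 genes the highest was 0.31, from Mal-A1 to Cyp6a14 on 2R, a group that includes maltase genes, and with windows of 40 genes 0.077, from CG2121 to blo on 2R. These windows were picked as extremes, so they have no test.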

There were, however, smaller two-copy regions that showed expression ratios mimicking the 1.5- to 3-fold gene dose effect or the inverse effect. These regions could be due to unrecognized aberrations or could be secondary transcriptional effects.

We also used these 1-, 1.5- and 3-fold dose-change data to tune our data handling. The on-spot background correction method gave the greatest discrimination power (see Materials and methods and Additional data file 1), and was used for all subsequent distribution analyses. This method maximizes our ability to detect the absence of dosage compensation.

The salient feature of the above analyses is that expression changes due to altered gene dose changes on autosomes are readily detectable. This provides us with a metric for the analysis of the similar X-chromosome gene-expression ratios when comparing XX;AA with X;AA tissues. We performed 48 hybridizations using 96 biological samples (see Materials and methods). Matched XX;AA and X;AA tissues were compared in direct hybridizations and were linked through the loop design to other XX;AA and X;AA samples hybridized on other arrays. This allowed for even greater numbers of comparisons. In all of our global comparisons of XX;AA with X;AA expression in the soma (72 comparisons), a 1.5-fold dose difference on an autosome gave a greater difference in gene-expression profiles than did a twofold difference in X-chromosome dose (*p *<< 10^-4^). 

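In the soma the X chromosome was shifted less than the 1.5-fold region of 2L in whole flies. The X shift, the median log2 ratio of X genes minus that of autosomal genes, was -0.026 (0.982-fold) in dsx males over tud males and 0.031 (1.02-fold) in female over hs-tra carcasses, with a mean of 0.0023. In both, the median of the X genes lay outside the range of the medians of 10000 random autosomal lists of the same size. The same held on both soma arrays of equal X dose, with X medians of -0.050 in hs-tra over male carcasses (lowest list -0.043) and -0.030 in dsx males over wild-type females (lowest list -0.023). In dysgenic females over hs-tra carcasses it was 0.033. The 1.5-fold region was shifted by 0.16 ± 0.071 (SD, n = 4 whole-fly arrays). It exceeded the X shift in 8 of 8 pairs of arrays. The difference of means was -0.157 (exact permutation test, two-sided, p = 0.133 over 15 regroupings, where the smallest possible p is 0.0667). With 2 arrays against 4 the test cannot pass 0.05.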

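In otu over hs-tra ovaries the X genes stood above the autosomal genes by 0.083 and 0.050 with the insertion Df(3L)st[j7] P{hs-tra}, and by 0.079 and -0.0020 with hs-tra[83]. The arrays labelled Sxl over hs-tra had X shifts of 0.115 with Df(3L)st[j7] P{hs-tra} and -0.085 with hs-tra[83]. The mean over the 6 arrays was 0.040 ± 0.073 (SD, n = 6; 1.03-fold), above 0 on 4 of them (exact sign-flip test, two-sided, p = 0.3125). With the Sxl over hs-tra[83] array turned it was 0.068 ± 0.040 (SD, n = 6; exact p = 0.0625), with its partner turned 0.0017 (exact p = 1), and over the otu arrays alone 0.052 (n = 4; exact p = 0.25). Gene dose on 2L gave larger values in whole flies than in ovaries: the 1.5-fold region was shifted by 0.10 in females, 0.22 in males and 0.053 in ovaries (2 arrays each). The mean X shift was below the mean shift of the 1.5-fold region over all 6 Dp/+ over Df/+ arrays by 0.084 on the log2 scale (exact permutation test, two-sided, p = 0.089 over 924 regroupings). The difference was -0.056 (exact permutation p = 0.17) with the Sxl over hs-tra[83] array turned. With its partner turned, which goes against tra on that partner, the difference was -0.12 (exact permutation p = 0.028). In size, the 1.5-fold shift was the larger in 25 of 36 pairs of arrays, and in 3 of 12 pairs with the Dp/+ over Df/+ ovary arrays, whichever Sxl array was turned. Counted with the sign it was the larger in 27 of 36 and 5 of 12 as labelled, in 25 and 3 with the hs-tra[83] array turned, and in 31 and 7 with its partner turned. The Dp/+ over Df/+ ovary arrays had a narrower spread, with an SD of log2 ratios over genes of 0.078 and 0.095. On the otu and Sxl over hs-tra arrays this SD was 0.26 to 0.47. Shifts were not scaled by this spread, so the pairs with the ovary arrays do not rank the 2 doses. The ovary arrays also leave fewer elements blank than the arrays they are set against. Over genes with no blank element on the arrays with 12.8% to 24.0% blank values, chosen after the values were seen, the ovary arrays were shifted by 0.115 and 0.166 in the 1.5-fold region, and the 6 X shifts ran from -0.17 to 0.20. Over these genes the 1.5-fold shift was the larger in size in 28 of 36 pairs and in 8 of 12 with the ovary arrays, whichever Sxl array was turned. With the sign it was the larger in 32 and 10 as labelled, in 28 and 8 with the hs-tra[83] array turned, and in 36 and 12 with its partner turned. The mean X shift was then 0.062 as labelled (exact sign-flip p = 0.28), 0.118 with the hs-tra[83] array turned (exact p = 0.03125, above 0 on 6 of 6) and -0.0055 with its partner turned (exact p = 1). Its difference from the 1.5-fold shift was -0.126 (exact permutation p = 0.037), -0.070 (exact permutation p = 0.097) and -0.193 (exact permutation p = 0.0022).

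**Figure D3:**
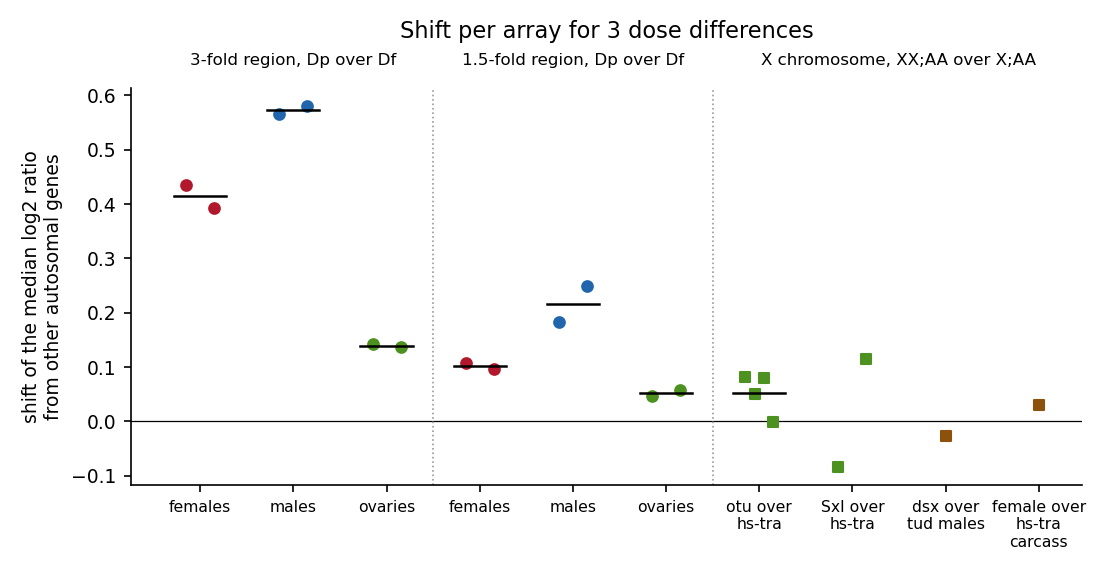
Shift of the median log2 ratio from other autosomal genes (y axis) per array, for the 3-fold and 1.5-fold regions of 2L in Dp/+ over Df/+ flies and for the X chromosome in XX;AA over X;AA tissues as labelled (x axis). Points are arrays and black bars are means of a comparison, left out for Sxl over hs-tra, whose 2 arrays lie at -0.085 and 0.115; the 3-fold region of males is highest at 0.57 and 0.58.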

The same was found in all of our global comparisons of XX;AA to X;AA expression in transformed gonads (119 comparisons). These data conclusively demonstrate that germ cells carry out dosage compensation.

### Mechanism of X-chromosome dosage compensation

Balancing X-chromosome expression between XX;AA and X;AA germ cells in *Drosophila *is likely to require either hypertranscription of the X in males (as occurs in the soma) or hypotranscription of the X chromosome in females compared with an autosomal reference. Determining which mechanism of dosage compensation operates in the germline requires measuring the absolute expression levels of the X chromosome genes relative to those of autosomal genes. Gene expression varies by orders of magnitude, but in a large representative population of genes on a chromosome arm we expect that those represented by two copies will have higher transcript abundance than those represented by a single copy.

As a rigorous feasibility test, we examined hybridization intensities in the *Df*/+ region of autosome 2L. In whole adult males, adult females and ovaries, average hybridization intensities were significantly lower in the 70 or so genes in the single-copy *Df *segment than in the two-copy segments elsewhere in the genome (Figure 7). X chromosomes are hypertranscribed in the soma relative to autosomes. As expected, transcripts from the single X chromosome in the soma hybridize to arrays as intensely as those from the two-copy autosomes. We observed the same trend in the X;AA germline. Transcripts from the X chromosome of X;AA transformed ovaries show as high an intensity of hybridization as those from the two-copy autosomes. In fact, the X chromosome appeared to be slightly overexpressed relative to autosomes in the X;AA transformed ovaries, in each of seven replicate experiments. Even the transcripts from the single X chromosome in X;AA testis showed higher intensity hybridization than the single-copy genes from any *Df+ *sample (*p *<< 10^-4^). These results indicate that X-chromosome dosage compensation in the *Drosophila *soma and germline is the result of higher per-copy X-chromosome transcript accumulation in X;AA cells. Interestingly, the X chromosome shows slight, but highly significant, overexpression in all XX;AA samples. This may be due to inherent hypertranscription of X-chromosome genes in both males and females.

### Escape from dosage compensation

Although the overall expression of X-chromosome genes appears to be very tightly dosage compensated, there might be small regions or scattered genes that escape dosage compensation. To look for blocks of the X chromosome that fail to undergo dosage compensation in either the soma or the germline, we plotted a moving average of expression ratios along the length of the X or the similarly sized autosome arm 2L (Figure 8). 

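Along the X of dsx males over tud males, the highest moving average of 20 genes was 0.16 on the log2 scale (1.12-fold), from CG18258 to CG43658, and the lowest -0.23, from CG12679 to RunxB. In female over hs-tra carcasses the highest was 0.17 (1.12-fold), from CG8173 to CG6847, and the lowest -0.26, from CARPB to the yolk protein gene Yp1. The windows of the X had a median of -0.013 with an SD of 0.053 in the first comparison, and a median of 0.020 with an SD of 0.060 in the second. On the autosome arm 2L the highest windows were larger, at 0.40 from CG33306 to hll and at 0.32 from lmgB to CG34398, with SDs of 0.074 and 0.076. With windows of 10 genes the highest of the X in dsx over tud males was 0.28. There was 1 array of each comparison, so the windows have no replicate check.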

In the case of the soma, plots of (XX;AA)/(X;AA) expression ratios revealed only noise fluctuating around expression ratios of unity. X-chromosome expression ratios for gonads were slightly skewed towards XX-biased expression, but we detected no overt region of the X chromosome expressed like a *Df*/+ region. These results indicate that no contiguous blocks of genes on the X chromosome escape dosage compensation in the soma or germline.

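In otu over hs-tra ovaries the highest moving average along the X was 0.20 (1.15-fold), from CG33557 to alpha-Man-Ia, and the lowest -0.12, from TrxT to RhoGAP5A. Of the X windows of 20 genes, 84.3% were above 0, with a median of 0.053 and an SD of 0.050. On 2L 35.5% were above 0, with a highest window of 0.20, from Orc5 to CG46301. The highest window of the major arms lay on 3L, at 0.32 from alphaKap4 to l(3)mbn. In Sxl over hs-tra ovaries as labelled the highest X window was 0.17, from yin to CG15570, and 74.7% were above 0. With the hs-tra[83] array turned it was 0.35, from spidey to Gclc, and 82.6% were above 0. Turning its partner instead gives each of these windows the opposite sign. Windows of 10 and of 40 genes gave 0.37 and 0.13 as the highest of the X in otu over hs-tra ovaries. The paper found only noise around equal expression in the soma, and in gonads no overt region expressed like the deficiency. From these results it infers that no contiguous block of X genes escapes dosage compensation in the soma or germline.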

Scattered genes along the X chromosome that fail to become dosage compensated in either the soma or the germline are more difficult to detect because there are X chromosome and autosomal genes that are differentially expressed between XX;AA and X;AA tissues even following sex transformation of those tissues. If some autosomal genes are expressed at higher levels in XX;AA flies than in X;AA flies, then some X-chromosome genes are expected to do the same. To test for isolated genes that have escaped dosage compensation, we extracted all the genes that were at least 1.5-fold overexpressed in either XX;AA or X;AA flies, normalized them to gene content per arm, and looked for departure from a normal distribution (Figure 8). If there are a significant number of genes on the X chromosome that escape dosage compensation, then there should be more expression outliers mapping to the X chromosome relative to similarly sized autosomal segments. Furthermore, the outliers from the X chromosome should show XX-biased expression if they escape dosage compensation. 

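Among genes more than 1.5-fold higher in XX;AA than in X;AA soma, the X held 26 of its 1638 measured genes in female over hs-tra carcasses and 35 of its 1635 in dsx over tud males. These are 0.943 and 0.686 times the share of all genes. In dsx over tud males 2.14% of X genes and 3.31% of other genes were higher by that much. With X and autosomes centred apart the X had 0.757 times the share of all genes there. Among genes more than 1.5-fold higher in X;AA soma the X had 0.586 times the share of all genes in female over hs-tra carcasses and 0.839 times in dsx over tud males. At 2-fold the values for XX;AA-biased genes were 0.461 and 0.90. Each comparison is 1 array, so these values have no replicate check and no test is given. For the ovaries below, the chi-square test takes neighbouring genes as independent, which they may not be.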

In the sex-transformed soma, even though there are X-chromosome genes that always show higher expression in XX;AA than X;AA soma, we observed no significant enrichment (Figure 8) of such genes. About twice as many X-chromosome genes as expected, however, show higher expression in XX;AA transformed germline (*p <*10^-3^, by the χ^2 ^test). 

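On single arrays of otu over hs-tra ovaries, the X was enriched among genes more than 1.5-fold higher in the XX;AA ovaries. The ratio of its share to that of all genes was 1.69 and 1.899 with the insertion Df(3L)st[j7] P{hs-tra} (75 of 1595 and 40 of 1640 X genes; chi-square p = 2.8e-07 and 5.4e-06). With hs-tra[83] it was 1.58 and 1.14 (39 of 1583 and 52 of 1653; chi-square p = 0.0015 and 0.30). In the mean of the 4 arrays 14 of 1604 X genes passed the fold, an enrichment of 1.065 (chi-square p = 0.80). Without the hs-tra[83] array at 1.14 it was 1.59 (chi-square p = 0.016). On that array tra was within 0.1 of equal, and the array correlated with the other otu over hs-tra arrays at 0.029, 0.096 and 0.32. With elements kept separate the enrichment in the mean was 1.37 (chi-square p = 0.020). Genes more than 1.5-fold higher in X;AA ovaries gave 0.951 in the mean (chi-square p = 0.81). On single arrays they gave 0.704 and 0.655 with Df(3L)st[j7] P{hs-tra} (chi-square p = 0.016 and 0.0051) and 1.086 and 0.751 with hs-tra[83] (chi-square p = 0.58 and 0.032). For genes past the fold on every array they gave 2.92 (3 of 1529 X genes, chi-square p = 0.033). So few genes passed there that this chi-square p is unreliable. X genes that rose by limma's test were CG11382, Hesr, PIG-T and Rtca.
In Sxl over hs-tra ovaries the mean of the 2 arrays as labelled gave 1.41 (9 of 1492; chi-square p = 0.26). The array with Df(3L)st[j7] P{hs-tra} gave 1.62 (169 of 1535; chi-square p = 9.4e-13) and the array labelled with hs-tra[83] 0.520 (31 of 1593; chi-square p = 3.6e-05). The mean was 1.47 with the hs-tra[83] array turned (73 of 1492; chi-square p = 2.0e-04) and 0.597 with its partner turned (56 of 1492; chi-square p = 9.7e-06). Sxl over otu ovaries, where both have 2 X chromosomes, gave 1.27 (11 of 1536; chi-square p = 0.38). At 2-fold it was 3.94 (4 of 1536, chi-square p = 0.0012), where only 6 genes in all were higher. For genes past 1.5-fold on every array it was 2.49 (6 of 1446, chi-square p = 0.011). Counts this small make both chi-square p-values unreliable.

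**Figure D4:**
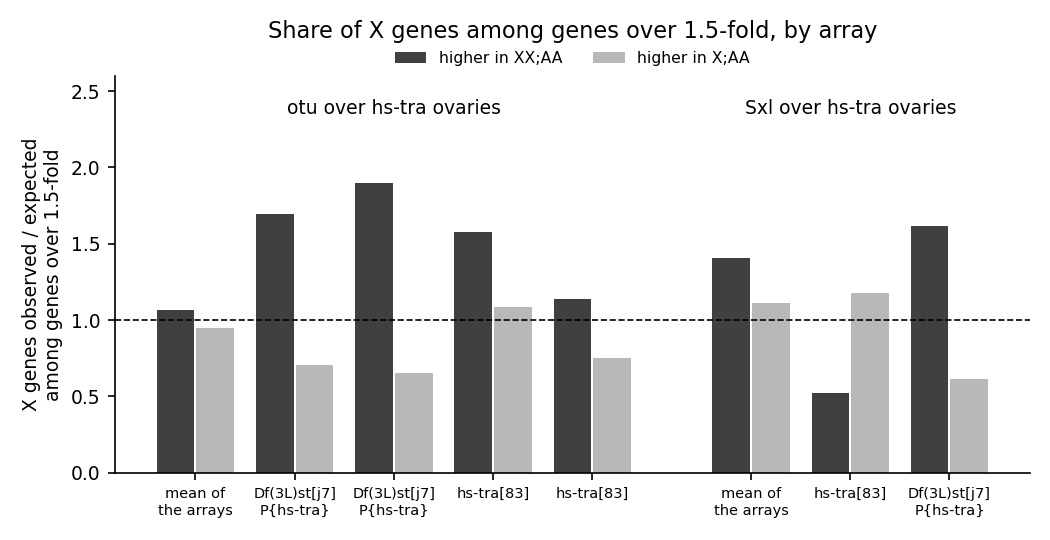
Enrichment of X genes among genes more than 1.5-fold higher in XX;AA (dark bars) or X;AA tissue (light bars), as the share of X genes over the share of all genes (y axis), for the mean of the arrays and for each array of otu or Sxl over hs-tra ovaries, named by the hs-tra insertion (x axis). The dashed line at 1 marks no enrichment; the dark bars of single otu over hs-tra arrays lie between 1.14 and 1.899.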

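The share of X genes more than 1.5-fold higher in otu than in hs-tra ovaries exceeded that of the other genes by 2.31 and 1.38 percentage points on the arrays with Df(3L)st[j7] P{hs-tra}, and by 1.08 and 0.46 on those with hs-tra[83]. In the mean of the 4 arrays it was 0.873% of X genes against 0.809% of the others, an excess of 0.063 percentage points. For Sxl over hs-tra ovaries the excess was 0.21 in the mean of the 2 arrays as labelled. It was 5.03 on the array with Df(3L)st[j7] P{hs-tra} and -2.15 on the other, and 1.89 in the mean with the latter turned. With the former turned instead, the X share was below that of all genes, as given above.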

At face value, we can calculate that approximately 2% of X-chromosome genes escape dosage compensation in the germline. In the soma, sex determination and dosage compensation are linked pathways, however, and this could conceivably be true for the germline [7,22]. We cannot rule out the possibility that reduced X-chromosome expression in X;AA, *hs-tra*/+ ovaries relative to XX;AA *otu *or *Sxl *ovaries is due to a slight defect in germline dosage compensation concurrent with a germline sex transformation.

### Dosage-compensation mechanisms in *C. elegans *and the mouse

Although X-chromosome dosage compensation equilibrates X-chromosome expression between the sexes, the X;AA individuals are the ones to face an unbalanced karyotype. This makes the increased X-chromosome expression in the X;AA male *Drosophila *a logical mechanism of dosage compensation. In contrast, X-chromosome transcription is reduced from both X chromosomes in *C. elegans *hermaphrodites, and one X chromosome is inactivated in mammalian females [15,16]. In both cases, this dosage compensation equilibrates X-chromosome expression between the sexes, but also makes both sexes functionally aneuploid with respect to the autosomes. This conundrum is solved if X chromosomes are generally hypertranscribed and if X-chromosome inactivation or hypotranscription in XX;AA females or hermaphrodites is a mechanism to prevent overexpression of the X chromosome. Otherwise, hypertranscription of the X chromosome in XX;AA individuals would result in functional tetraploidy.

In order to investigate the activity level of the X chromosome in these animals, we reanalyzed previously published array data on gene expression in the soma of hermaphrodite and male *C. elegans *[28] and female and male mice [29]. These studies reported on gene-expression differences between the sexes rather than dosage compensation. From scatterplots of these data there is little difference between the expression of the X chromosome in XX;AA versus X;AA germlineless animals or somatic tissues (Figure 9). Given that both species have somatic dosage-compensation mechanisms that equilibrate expression between the sexes, this is unsurprising.

To determine whether per-copy transcription from the X chromosome is reduced in XX;AA somas, we measured the average hybridization intensity for the X and all autosomes in both X;AA and XX;AA animals (Figure 9). Transcripts from the single X chromosome in X:AA *C. elegans *male soma hybridize as well as those of two-copy autosomes. Indeed, the X chromosomes of both X;AA and XX;AA *C. elegans *appear to be overexpressed relative to autosomes (*p *<< 10^-4^). Similarly, X-chromosome transcripts from X;AA and XX;AA mouse soma (average of hypothalamus, kidney and liver) are detected well within the range of those of the autosomes. Many mouse tissues have been examined, and we find evidence of elevated X-chromosome expression in all cases (data not shown). A study concurrent with this one has extensively cataloged mammalian X-chromosome dosage compensation, and confirms our observation that the single X chromosome in males and the single active X chromosome in females are compensated [30]. These findings suggest that the single X chromosomes of X;AA *C. elegans *and mice are expressed at levels comparable to two autosomes, as we observed in *Drosophila*. Perhaps this is a universal phenomenon.

## Discussion

Polytene salivary gland chromosomes have greatly facilitated the analysis of dosage compensation in *Drosophila *[8], but global analysis of dosage compensation in the other tissues has not been conclusive. A recent reverse transcriptase (RT)-PCR study showed a wide range of states of compensation of X-chromosome genes [31]. Sex-biased expression potentially distorts such dosage-compensation analysis, however. There is extensive sex-biased expression in *Drosophila *[24,32-34] and, furthermore, these genes are not equally distributed between the X chromosome and autosomes [25,35]. Studies directed at subsets of genes have revealed complex relationships between X chromosome and autosome expression. It is, however, difficult to interpret a subtle difference in X-chromosome expression between XX;AA and X;AA individuals if effects of a similar magnitude are seen for autosomal genes [36]. Global analysis of transcription in non-polytene tissues could help resolve the nature of X-chromosome dosage compensation in the understudied tissues that make up the bulk of the fly.

Microarray analysis is ideally suited to the study of dosage compensation. Our results suggest that remarkably tight X-chromosome dosage compensation occurs in a wide range of adult tissues. Most importantly, we also provide the first evidence for germline dosage compensation in any organism. The compensation mechanism in both the soma and germline is the equilibration of X chromosome expression with autosomal expression. This is likely to be due to increased expression from the single X chromosome in X;AA, although decreased expression from all the autosomes could also ensure that X chromosome expression is equilibrated with the autosomes [37].

### MSL-independent germline dosage compensation

Germline X-chromosome dosage compensation has been a black box for decades [22]. As the well-known somatic dosage-compensation mechanisms in the major genetic model organisms clearly do not function in the germline, the idea has gradually emerged that germ cells are dosage-tolerant. This is due not to evidence of absence, but to absence of evidence. Although our results show that dosage compensation in the soma and germline are thematically similar, the mechanisms in the germline must be distinct.

The MSL complexes required for dosage compensation in the soma are dispensable in the germline [10,12]. This might appear to be non-parsimonious, but germline and somatic gene expression also appear to be distinct. The male and female germline express different types of basal transcription machinery, such as male-germline-specific TATA-box-binding associated factors (TAFs), which might require a different chromatin structure [38,39], and germline-restricted factors bind the germline-restricted core promoter of the *ovo *gene [40]. In addition, even though somatic dosage compensation is highly conserved, proteins mediating dosage compensation are not. For example, in some other species of flies the MSL complex associates with all chromosomes, not just the X chromosome [41-43], suggesting that the complex plays no role in dosage compensation in those organisms. In yeast, which lack well differentiated sex chromosomes, one of the main MSL complex components is required for viability [44]. These observations indicate that MSL complexes play markedly different roles in different species. Given the differences in gene expression between the germline and the soma, it is perhaps unsurprising that different proteins might be involved in *Drosophila *germline dosage compensation.

It is also unclear whether the MSL complex accounts for all somatic dosage compensation. For example, XX;AA flies lacking Sex-lethal (Sxl) protein in the soma die, presumably because of a failure to repress MSL complex formation [45]. But mutations in the MSL-encoding genes fail to rescue the lethality of XX;AA flies without Sxl, suggesting that Sxl represses additional dosage-compensation functions [46]. Similarly, in polytene salivary glands, large blocks of the X chromosome do not associate with MSL complexes [47]. We find no evidence to support extensive escape from X-chromosome dosage compensation in somatic tissues. These results are consistent with either selective deployment of MSLs at active genes [47] or MSL-independent dosage compensation at a subset of genes.

Mutations in genes regulating germline dosage compensation would be expected to show karyotype-specific phenotypes. Interestingly, there are at least two genes that appear to be required for the viability of XX;AA but not X;AA germ cells; *ovo *and *stand still *(*stil*) [48,49]. Negative and positive Ovo protein isoforms act at the transcription start site of at least some promoters [5,40,50] and Stil protein decorates active chromatin when overexpressed in the soma [49]. Perhaps one or both of these proteins serve to block the upregulation of the X chromosome that normally occurs in the male germline. This could be analogous to the situation in the *Drosophila *soma, where dosage compensation is actively repressed in XX;AA females [7]. There are also a number of genes that are required for the viability of male germ cells [51]. Some of these genes may encode dosage-compensation functions. If such dosage-compensation genes exist, they might encode chromatin-modifying complexes, as in the *Drosophila *soma. Given that our data show that steady-state transcripts from the X chromosome are compensated, however, there are a host of post-transcriptional mechanisms, such as preferential mRNA stability, that could conceivably mediate germline dosage compensation.

X-chromosome dosage-compensation mechanisms might arise from dosage control mechanisms that are active at many or all genes. Indeed, we have detected transcriptional buffering in our control experiments on the effects of autosome gene dose. We found that the magnitude of the transcriptional effect was less than expected from a simple calculation of gene dose. This inverse effect on transcription relative to gene dose has been known for decades [52-54], and has recently been observed in expression profiling and RT-PCR studies [31,55-57]. It seems likely that many genes have a self-contained dosage-compensation system, albeit an imperfect one. 

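In whole flies and ovaries alike, the median shifts of the regions lay below the ratio of gene copies. Single genes of the 1.5-fold region exceeded 1.5-fold, 17 of 236 in males and 6 of 230 in females, and 0 of 241 did so in ovaries. Gene dose alone would give a log2 ratio of 1.58 in the 3-fold region and 0.58 in the 1.5-fold region. The 3-fold region was shifted by 0.41 (1.33-fold) in females, 0.57 (1.49-fold) in males and 0.14 (1.102-fold) in ovaries, as means of 2 arrays each, and the 1.5-fold region by 1.07-fold, 1.16-fold and 1.04-fold. Shifts differed between genes with and without blank values, and whether blanks mark dim elements could not be checked without signals. Over genes with no blank element the 3-fold region was shifted by 0.58 ± 0.097 (SD, n = 4 whole-fly arrays), and over genes with some blank element by 0.35 ± 0.093 (SD, n = 4). On the 2 ovary arrays the shifts were 0.28 and 0.42 over the first genes and 0.024 and 0.027 over the second. The paper states that spike-in controls and northern blots reveal no evidence of compressed ratios; those data were not used here.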

The MSL components have general transcriptional activity in yeast and appear to have been co-opted in *Drosophila *to regulate somatic dosage compensation. Germline dosage compensation might be mediated by other co-opted *cis- *or *trans*-acting components that serve to buffer gene expression.

### Escape from dosage compensation

There are X-chromosome genes, such as *LSP1-α*, that escape dosage compensation in *Drosophila *[58], but it is not known how common this might be. Similarly, in mammals, many X-chromosome genes escape inactivation in females (escape from dosage compensation in X;AA males has not been examined). In theory, this is expected, as not all genes need to be dosage compensated in the course of X-chromosome evolution [59]. Although we can confidently analyze populations of X-chromosome genes, it is quite difficult to determine whether a given gene escapes dosage compensation. Indeed, in the absence of a detailed, gene-by-gene mechanistic study, it might be impossible. There are many autosomal genes that are more highly expressed in XX;AA than X;AA tissues, even after controlling for sex-biased expression. These gene-expression differences are clearly not directly related to X-chromosome dosage compensation. Many of the X-chromosome genes expressed at higher levels in XX;AA than X;AA tissues will be similarly unrelated to dosage compensation *per se*. In studies of escape from dosage compensation in *Drosophila*, *C. elegans*, or mammals where sex-bias is uncontrolled, reports of genes escaping dosage compensation could well be spurious.

On a global level, we find no evidence for escape from dosage compensation in the *Drosophila *soma. In the germline, however, there are clearly more genes with XX-biased expression than expected. There are several different interpretations of this finding. It is possible that escape from dosage compensation is more common in the germline (about 2% of genes). Alternatively, there may be slight under-compensation in the germline. The X chromosomes in both XX;AA and X;AA gonads appear to be overexpressed relative to autosomes, however. It is therefore possible that the slight excess of XX-biased expression is due to failure to fully dampen X-chromosome hypertranscription in XX;AA females.

### Towards a unified model of dosage compensation

Females have two X chromosomes and males have one. It is therefore natural to think of the problem of dosage compensation as a mechanism to equilibrate X chromosome expression between the sexes. But changing the dose of large segments of the genome is a problem for the individual with the aneuploid condition - the males in the case of the major metazoan model systems. Remarkably, an X chromosome is inactivated in female mammals. Equally remarkable, both X chromosomes in *C. elegans *hermaphrodites are downregulated. Why should X chromosome dosage compensation be achieved in these organisms by unbalancing gene expression in both sexes? Our analyses of pre-existing array data suggest that both the male X chromosome and the single active female X chromosome are hypertranscribed or accumulated in mammals. In the course of our study, some of the same data has been reanalyzed independently, and the authors of the other study have reached similar conclusions [30]. These data support a more unified theory of dosage compensation [17-20], whereby X-chromosome expression is increased in all X;AA cells (Figure 10). There may be counteracting forces to increase X-chromosome expression in X;AA males and to keep X-chromosome expression under control in XX;AA females. Indeed, our analysis suggests that in *Drosophila *and *C. elegans*, the X chromosomes of XX;AA and X;AA tissues are overexpressed relative to autosomes. Such overshooting would be expected to be more detrimental to XX;AA individuals and could have given rise to X-chromosome inactivation in the mammalian lineage. Interestingly, the repressive chromatin-associated protein HP1 is enriched on the *Drosophila *X chromosome in males [60]. Perhaps this is to modulate overcompensation.

## Conclusion

Dosage compensation has been under study for a nearly a century. Examination of chromatin structure, rather than direct assay of gene transcription, dominates the recent dosage-compensation literature. Microarray analysis allows us direct access to the transcript accumulation of all X-chromosome genes. The *Drosophila *array data provide the first demonstration in any organism that germ cells dosage compensate. These data also add a significant twist to our understanding of dosage compensation in mammals and *C. elegans*. Microarray analysis will be a vital tool for directly assaying this intriguing whole-chromosome regulation of gene expression.

## Materials and methods

### *Drosophila *strains

Flies were grown at 25°C, aged for 5–6 days, dissected, flash-frozen, and prepared for RNA extraction as described previously [24] (see the Flybase compendium of information on genes, alleles, and phenotypes for additional descriptions [27]). Flies used to test for the effect of chromosomal aberrations were *Dp(2;2)Cam3*/+ and *Df(2L)J-H*/+ that were generated from outcrossing the stocks to *y*^*1*^*w*^*67c *^to remove the balancer chromosomes. In addition to using XX;AA females (*y*^*1*^*w*^*67c*^), we transformed XX;AA flies into males using null mutations of *transformer2 *(*tra2*^*B*^/*Df(2R)trix*) and by using a *dsx *mutation encoding a pre-mRNA that is constitutively spliced into the male-specific form (*dsx*^*swe*^). Flies bearing *dsx*^*swe*^*trans *to a deletion produce Dsx^M ^protein and no Dsx^F ^protein (*dsx*^*swe*^/*Df(3R)dsx*^*M*+*15*^). Similarly, flies null for *tra2 *produce only Dsx^M^. To obtain X;AA flies that are sex transformed from males into females, we crossed female flies bearing female-specific *tra* cDNA transgenes (*w*; *P*{*w*^+ ^*hs-tra*^*83*^}/*CyO *or *Gla*) or *(Df(3L)st*^*j7*^*Ki roe p*^*p*^*P*{*hs-tra*}/*TM3 *or *TM6*) to *B*^*s*^*Y *males. The *hs-tra *transgenes are sufficiently active at 25°C to transform males into phenotypic females. We did not utilize a heat-shock regimen.

In order to study the expression changes resulting from a twofold change in the dose of the X chromosome between the XX;AA and X;AA germlines, we utilized genetic mutations that we show remove most sex-biased germline expression from the analysis. The activation of female rather than male sexual differentiation in the soma with *hs-tra *in X;AA flies results in gonads with vast numbers of poorly differentiated germ cells. Mutations in *Sxl *(*y Sxl*^*fs3*^/*y cm Sxl*^*7BO*^) or *otu *(*ct otu*^1 ^*v*^*24*^/*y w otu*^*17*^) result in a similar germline phenotype. Occasionally, a few ovaries from X;AA *hs-tra *flies and germline-transformed *Sxl *or *otu *flies bear eggs. These ovaries were not included in the samples. Similarly, very small ovaries that are essentially germlineless were not included in any of our samples.

To remove germline expression from the analysis of somatic X-chromosome dosage compensation, we took advantage of the fact that XX;AA flies transformed from females to males usually have no germline, but rarely have a few germ cells showing either oogenic or spermatogenic phenotypes. These germline-atrophic XX;AA females transformed into males were compared with both gonadectomized X;AA males or sham-dissected X;AA males with a genetically ablated germline as a result of the absence of maternal Tud^+ ^(progeny of *tud*^*1*^*bw*^*1*^*sp*^*1*^mothers).

### Arrays

We have used an extensively tested microarray platform designed to detect transcription from 94% of *D. melanogaster *release 1 genes [61]. Unlike most array studies, where the object is to determine which genes are altered between tissues, life stages or treatments, we focus here on non-differential expression. In dozens of homotypic hybridization experiments (where an mRNA sample is split, labeled with either Cy3 or Cy5, mixed, and hybridized to the array) performed as part of this (data not shown) and previous studies, we find that the expression ratio is 1 and that there are very few outliers [24,25,61]. In the most extensive set of such homotypic hybridizations, the 99.5% confidence intervals were always between 1.4 and 1.5-fold [61]. Given that only a handful of genes are expected to show artifactually a greater than 1.5-fold expression difference, we easily had the sensitivity to detect changes in expression owing to a twofold difference in the 2,245 X-chromosome genes represented on the array.

We have further shown that twofold differences in mRNA concentrations can be readily detected by adding known concentrations of mRNA to hybridization mixes in 'spike-in' experiments [61]. Analysis of spike-in control data (a twofold change in input results in a twofold difference in expression ratios) and a comparison of sex-biased expression determined by FlyGEM and northern blotting reveal no evidence of compression of expression ratios in our data [24,61].

### Sample preparation and labeling

We used 96 biological samples in this study. Careful sample preparation ensures minimum adjustment in subsequent data handling. Dissections, flash freezing and RNA extractions were performed as described [24,61]. Briefly, total RNA was extracted using Trizol (Life Technologies, Carlsbad, USA), followed by mRNA isolation using an Oligotex poly(A) extraction kit (Qiagen, Valencia, USA). RNA concentration was determined using RiboGreen dye (Molecular Probes, Oak Ridge, USA) in a fluorescent assay using a Luminescence Spectrometer LS-50B (PerkinElmer, Fremont, USA) fitted with 485 nm (excitation) and 520 nm (emission) filters. RNA quality was determined by capillary electrophoresis on a Bioanalyzer 2100 (Agilent, Palo Alto, USA), using the 6000 Nano Assay kit (Agilent) according to the manufacturer's instructions.

Samples were labeled with Cy3- or Cy5-labeled random nonamers (Trilink Biosciences, San Diego, USA). To ensure that each of the nonamer sets was in fact equally 'random', we ordered a single batch of random oligonucleotides that was split into half at the penultimate synthetic step with Cy3 or Cy5 nucleotides added at the end. To verify performance of these oligonucleotides, we performed an experiment in which RNA was labeled using both Cy3 and Cy5 nonamers in the same tube, followed by hybridization, scanning and analysis. There was no dye bias evident. Hybridizations of samples to the microarrays were performed at 60°C, followed by washes exactly as described [24,61].

### Scanning

Arrays were scanned using an Axon GenePix 3000A fluorescence reader (Molecular Devices Corporation, Union City, USA) in which the photon multiplier tube (PMT) settings were first adjusted using calibration slides. GenePix v.4.1 image acquisition software (Molecular Devices Corporation) was used to extract signal for each target element. Calibration slides were Ultra GAPS (Corning, Acton, USA) spotted with 10^-3 ^to 10^-6 ^dilutions of a 0.33 nM each stock of Cy3 and Cy5 dyes (Amersham Biosciences, Pittsburgh, USA) using GMS 417 Arrayer (Affymetrix, Santa Clara, USA). The PMT voltages, in the linear range, were balanced using these slides. With each new batch of labeling and hybridization, we included a homotypic hybridization [61], in which the same RNA preparation from *y*^1 ^*w*^*67c *^whole males was split into two tubes, labeled with Cy3 or Cy5 nonamers, mixed and hybridized. Slight adjustments of PMT voltages were sometimes made on these control slides. No elements were saturated. Once PMT settings were determined, all arrays in the same hybridization batch were scanned at the same voltage settings. Hybridization and labeling quality was determined by confirming that the channels were close to global balance in the absence of PMT adjustment (no 'on-the-fly' adjustments were made). No arrays were discarded because of failed labeling reactions in one of the two channels. In addition, all elements were printed in duplicate. Regression analysis of plots of duplicate elements was also used as a quality-control step for gradients and severe speckling. No arrays were discarded following duplicate element evaluation. Finally, we determined the fraction of elements that returned signal above on-spot background (see Data handling). Three arrays were discarded from the study because less than 50% of elements exhibited above-background signal.

### Loop design for microarray pairings

Samples from all flies and tissues were prepared (Table 1) and hybridized using a loop design [62]. This design (see Additional data file 2) ensured first, that the highest-quality direct hybridizations were predominantly between matched XX;AA and X;AA tissues and second, that any sample could be compared with every other sample included in the study, after normalization across all samples. Most of the relevant samples were compared directly, but all samples are connected in the design for indirect comparisons. In most direct comparisons we have included both technical labeling replicates (dye-flips) and biological replicates. Although we used a series of pair-wise comparisons of XX;AA and X;AA samples in this study, the flexible design will allow easy future use to address other questions about sex-biased expression.

### Data handling

*Drosophila *data were processed using the Bioconductor [63] package limma (Linear Models for Microarray Analysis) v. 1.7.6, to adjust for effects that arise from variations in microarray technology rather than biological differences. Because of the care taken in using identical RNA concentrations in labeling reactions and scanner settings, data handling resulted in minimal adjustments to the raw data. We did not average duplicate array elements as this would reduce statistical power in later steps. At the individual array level, the raw intensity data were normalized using print-tip loess (locally weighted scatter plot smooth) [64]. This corrects for tip biases and for minor hybridization gradients. This was followed by one of three different background corrections. For background elimination, intensities less than the average intensities of the barcode elements (designed against DNA corresponding to an intron that were included in printing plates for tracking purposes, but are also quite useful for background correction [61]) were classified as background and excluded from calculations. For on-spot background correction, the average intensity of the barcoding elements in the array were subtracted from the spot intensity for every array element. For the no-correction option, we used quantile normalization to compare across arrays [64]. Experiments with the *Df*/+ and *Dp*/+ flies confirm that on-spot background correction maximizes expression differences within aneuploid segments, but the effect of the copy number was evident with both background elimination and no background correction (see Additional data file 1).

Array data from *C. elegans *and mouse were extracted directly from the Gene Expression Omnibus (GEO) website [65]. We performed no additional normalization or background correction. The *C. elegans *experiments were two-channel hybridizations on spotted arrays [28]. Test samples were hybridized with a reference sample. The reference channels cancel in our comparison of XX;AA vs X;AA gene expression. The mouse experiments were performed on Affymetrix arrays [29].

### Data sources

All array data are available at GEO. An extensive platform description of FlyGEM is available at GEO under accession number GPL20 [61]. Data are available under GEO accessions GSM37438-GSM37451, GSM2464-2467, GSM16582-GSM16583, GSM16570-GSM16581, and GSM77749-GSM77752. Expression data from mouse hypothalamus, kidney and liver were obtained from GEO accession number GSE1148 [29]. *C. elegans *data were from GEO accession number GSE715 and GSE724 [28].

### Exploratory data visualization

Data were clustered and visualized using Cluster 3.0/Tree-View 1.6 [66]. A self-organizing map (SOM) was calculated to organize normalized hybridization intensities (on-spot background subtraction followed by quantile normalization across arrays) of array elements at 100,000 iterations, followed by k-means clustering of genes with 10 nodes using the correlation (uncentered) similarity metric. Genes, but not experiments, were clustered. We averaged duplicate elements for this analysis to avoid crashing the application.

For scatterplots and moving average plots, we used data processed by background elimination followed by quantile normalization across all experiments. We used on-spot background corrected data for histograms of *Drosophila *expression data. Chi-squared tests were performed in Excel (Microsoft, Redmond, USA).

Array elements encoding *Drosophila *ribosomal subunits were identified using the Gene Ontology identifier 'structural constituent of ribosomes' as assigned in GEO accession GPL20. The *de facto *housekeeping elements were identified as follows. Following background elimination and quantile normalization across all experiments, we selected the elements with hybridization intensities greater than two standard deviations above the median intensity of all array elements, from all experiments. From the above, we selected the *de facto *housekeeping elements as those elements with standard deviations for the expression ratios as ± 0.1. Regressions for the X-encoded and the autosome-encoded elements were calculated separately in Bioconductor. Slopes and intercepts were compared at the 95% confidence limit.

Moving averages of expression ratios for every 40 consecutive elements (two elements per predicted transcript) were plotted against the corresponding gene positions on chromosome arm 2L or X. The predicted cytological break points [27] were used to define the boundaries of aneuploid segments on chromosome arm 2L, in the *Dp*/+ versus *Df*/+ experiments. Moving averages were calculated in Bioconductor.

### Analysis of distributions

The distribution statistics cited in the text were obtained using data processed with print-tip loess and on-spot background correction on individual arrays, and quantile normalization between arrays. We can unequivocally show that a modest 1.5-fold difference in gene dose has a detectable effect on gene expression using precisely the same data-handling methods that we apply to the study of the X. In addition, the data-handling method used is the least favorable method *vis-a-vis *the conclusions we report. Differences in gene expression in autosomal aneuploid segments were always significantly greater than those observed between the X chromosomes from XX;AA and X;AA samples.

We performed a one-way analyses of variance (ANOVA) followed by the Tukey HSD method for protection in multiple comparisons using Matlab (The MathWorks, Natick, USA). All cells were filled ten times. One-way ANOVA was used to compare three different sets of expression ratios or hybridization intensities. The single blocking factor for one-way ANOVA was gene dose. We used bootstrap sampling of pooled array data to fill each of the three ANOVA cells of the one-way design. For ratiometric data, those cells were (*Dp*/+)/(*+*/+), AA/AA, and XX/X (see Additional data files 3, Tables 1-3). To fill the (*Dp*/+)/(*+*/+) cell, we pooled expression ratios associated with a 1.5-fold difference in gene dose from the replicate samples from whole males, whole females and ovaries, and sampled 600 ratios. There are fewer genes in the *Dp *region than on all autosomes or on the X chromosome. Therefore, the stability of this inference was verified by filling this cell with 200 ratios from each of the tissue types separately (data not shown). To fill the AA/AA cell we pooled all array data reported in this article where the gene dose was 1 and sampled 600 ratios. To fill the XX/X cells we sampled 600 X-chromosome ratios for each of three different gonad comparisons separately. Those are (*otu*^1^/*otu*^17^)/(*hs-tra*/+), (*Sxl*^*fs*3^/*Sxl*^7*BO*^)/(*hs-tra*/+) and ovary/testis (see Additional data file 3, Tables 1-3). For analysis of *Drosophila *intensity data, the cells were *Df*/+, AA, and X (see Additional data files 3, Tables 4,5). As with ratiometric data, intensity data were bootstrap sampled 600 times and the procedure was repeated ten times. Stability for the *Df*/+ cell was also verified. The inferences were similar in all ten samplings of 200 intensity values from each tissue type (data not shown). For *C. elegans *and mouse data the cells were AA and X (see Additional data file 3, Table 6). These cells were filled as for *Drosophila*. For mouse, we ran ANOVA on pooled intensities from liver, kidney and hypothalamus. We also analyzed each tissue separately. The Tukey HSD procedure was performed in Matlab and generated a confidence interval for each pair of comparisons that has a family-wise error rate of, at most, α = 0.05 (see Additional data file 3).

For the *Drosophila *data, we applied a bootstrapped Hodges-Lehmann (HL) estimate of median differences to determine if X-chromosome expression was more similar to autosomal expression or to expression from autosomal aberrations (see Additional data files 4,5). Additional data file 6 shows a cartoon depicting bootstrap HL estimates of median differences followed by the Kolmogorov-Smirnov (KS) test. HL estimates and KS tests were performed in Bioconductor. For ratiometric data (see Additional data file 4), the HL estimate was calculated for every drawing of 600 bootstrap samples from the (*Dp*/+)/(+/+) and AA/AA distributions to generate a new distribution of differences. Next, the same bootstrap sampling was used for the XX/X and AA/AA distribution to generate a second distribution of differences. Intensity data were treated similarly (see Additional data file 5). The two distributions of differences were then compared using the KS test. The differences in the medians and associated *D *and *p*-values for the KS tests then permitted inference concerning the proximity of expression ratios or intensities. In practical terms, a significant *p*-value allows us to accept (not reject) the assumption that expression ratios AA/AA are closer to XX/X than to *Dp*/+. This procedure of bootstrap sampling, HL estimation and KS evaluation was repeated ten times to check the stability and robustness of the inferences. In all cases, replicate evaluations resulted in the same inference.

## Additional data files

The following files are available. Additional data file 1 is a figure showing the effect of different data handling techniques on differential expression resulting from altered gene dose on the autosomes. Additional data file 2 is a figure showing the experimental design in detail. Additional data files 3,4and 5 are tables showing the results of statistical analysis of gene expression ratios and absolute intensities for whole chromosome arms and for autosomal aneuploid segments: Additional data file 3 shows one-way ANOVA comparisons and Additional data file 4 shows estimation of Hodges-Lehmann (HL) median differences between expression ratios in various experiments and Additional data file 5 shows estimation of Hodges-Lehmann (HL) median differences between signal intensities. Additional data file 6 is a figure showing a simple picture depicting bootstrap HL estimates of median differences followed by the Kolmogorov-Smirnov (KS) test.

## Supplementary Material

Additional data file 1 A figure showing the effect of different data handling techniques on differential expression resulting from altered gene dose on the autosomes Click here for additional data file

Additional data file 2 A figure showing the experimental design in detail Click here for additional data file

Additional data file 3 One-way ANOVA comparisons Click here for additional data file

Additional data file 4 Estimation of Hodges-Lehmann (HL) median differences between expression ratios in various experiments Click here for additional data file

Additional data file 5 Estimation of Hodges-Lehmann (HL) median differences between signal intensities in various experiments Click here for additional data file

Additional data file 6 A figure showing a simple picture depicting bootstrap HL estimates of median differences followed by the Kolmogorov-Smirnov (KS) test Click here for additional data file

## Figures and Tables

**Figure 1:**
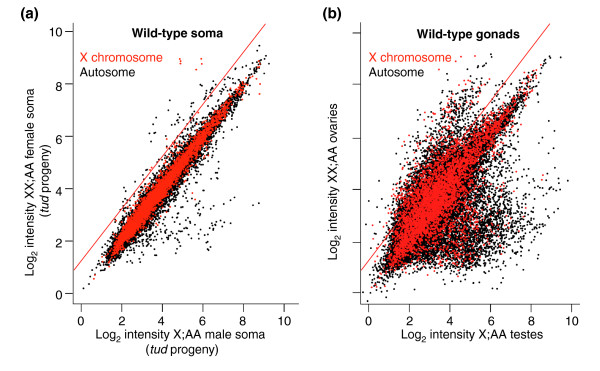
Scatterplots of hybridization intensities from wild-type female and male tissues. Hybridization intensities for XX;AA vs X;AA are plotted along the *y*-and *x*-axis respectively. Data points correspond to elements reporting autosomal genes (black) and X-chromosome genes (red). **(a) **Germlineless XX;AA female progeny of homozygous *tudor*^1 ^(*tud*^*1*)^) mothers (*tud*^+ ^being required for germ cell formation) compared with their germlineless X;AA male siblings; **(b) **XX;AA wild-type ovaries compared with X;AA wild-type testes from siblings. The expected twofold difference in gene expression in the absence of X-chromosome dosage compensation is shown as a red line.

**Figure 2:**
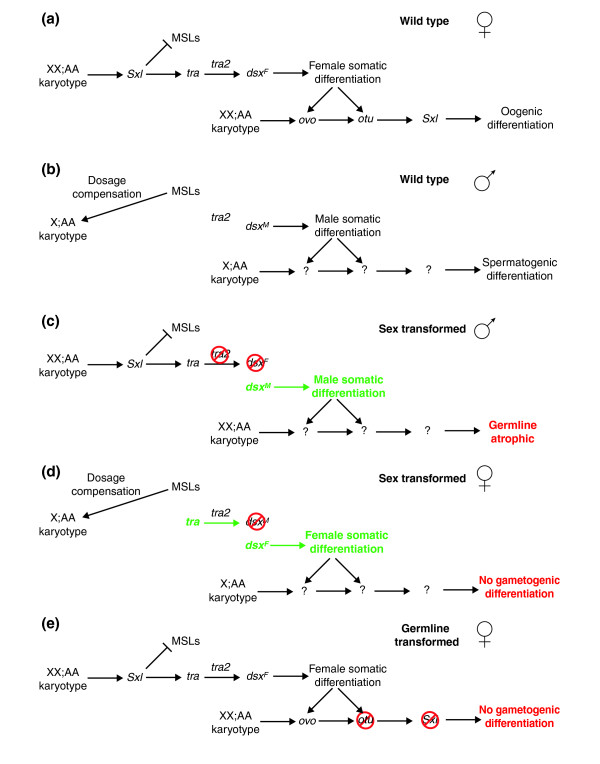
Sex-determination hierarchy. Sex-biased expression was controlled for by using mutations in sex-determination genes. Relevant aspects of **(a) **wild-type female, **(b) **wild-type males, **(c) **somatic transformation from female to male (sex transformed), **(d) **somatic transformation from male to female (sex transformed), and **(e) **germline transformation are outlined. (a) Sex determination occurs in early embryogenesis, before the activation of dosage compensation, which leads to higher levels of expression of transcription factors on the X chromosome in XX;AA than X;AA individuals. These transcription factors activate *Sex-lethal *(*Sxl*) in the soma. The Sxl protein regulates the alternative splicing of the *transformer *(*tra*) pre-mRNA such that Tra protein is produced only in females. Sxl also inhibits the formation of the MSL dosage compensation complex. Tra protein and non-sex-specifically expressed Transformer2 (Tra2) protein control the alternative splicing of the *doublesex *(*dsx*) pre-mRNA. The *dsx *mRNAs resulting from Tra- and Tra2-mediated splicing encode a female-specific Dsx^F ^transcription factor. Sex determination in the germline is poorly understood and controversial, but a female somatic environment and an independent reading of the XX;AA karyotype in germ cells increases expression of positively acting Ovo transcription factors and their direct target, *ovarian tumor *(*otu*). The *otu *locus is required for *Sxl *activity in the germline. Note that *Sxl *does not regulate the MSLs in the germline. The female sex-determination hierarchy results in oogenic differentiation. (b) In X;AA flies Sxl protein is not present. This permits the formation of the MSL dosage-compensation complex. The *tra *pre-mRNAs are spliced to a non-coding form in the absence of Sxl, and in the absence of Tra protein the *dsx *pre-mRNA is spliced into a default form encoding a male-specific Dsx^M ^transcription factor. The germ cells develop into sperm. (c) XX;AA flies are transformed from females into males using null mutations of *tra2 *and by using a *dsx *mutation encoding a pre-mRNA that is constitutively spliced into the male-specific form (*dsx*^*swe*^). Flies bearing *dsx*^*swe *^*in trans *to a deletion produce Dsx^M ^protein and no Dsx^F ^protein. Similarly, flies null for *tra2 *produce only Dsx^M^. To remove germline expression from the analysis of somatic X chromosome dosage compensation we took advantage of the fact that XX;AA flies transformed from females into males usually have no germline. These germline-atrophic (having few to no germ cells) XX;AA females transformed into males were compared with X;AA male carcasses (everything but the gonads) or with X;AA males with a genetically ablated germline due to the absence of maternal *tud*^+^. (d) X;AA flies are transformed from males into females by expressing female-specific *tra *cDNA transgenes. The activation of female rather than male sexual differentiation in the X;AA soma results in vast numbers of non-differentiated germ cells, presumably due to sexual incompatibility between the soma and germline. The sexual identity of these cells is ambiguous. (e) Mutations in *Sxl *(using allelic combinations effecting only in the germline isoforms of Sxl) or *otu *also result in vast numbers of non-differentiated germ cells. Positive (arrows) and negative (barred lines) genetic or molecular regulation are indicated. Loss-of-function (red) and gain-of-function (green) mutations and phenotypes are indicated.

**Figure 3:**
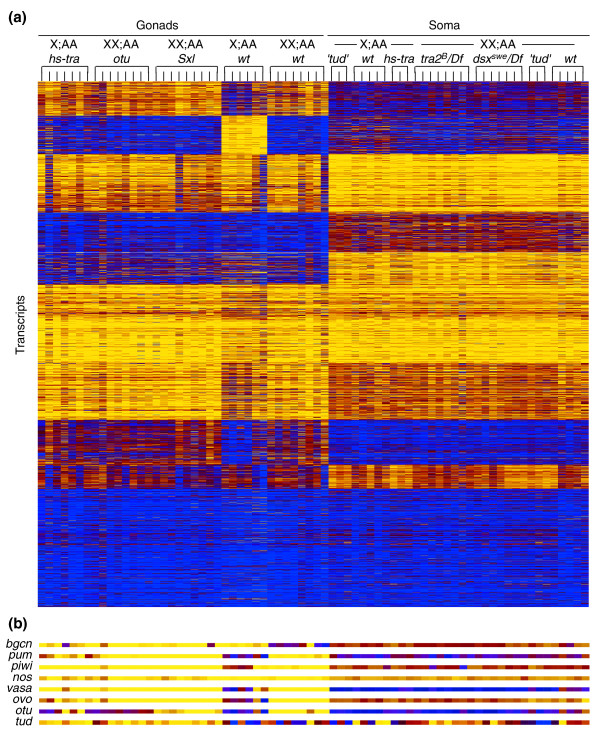
Germline-biased gene expression in transformed ovaries. **(a) **Heat diagram (yellow > red > blue) of hybridization intensities for all unique array element sequences (*N *= 13,267) from individual samples (columns) used in this study. Gonad samples (left) and somatic samples (right) are indicated with karyotype (XX;AA and X;AA) and abbreviated genotypes; wt, wild type (see Materials and methods for more details). Replicates are indicated (brackets). Germline expression is clearly evident in the gene-expression profiles of transformed ovaries. There are large blocks of elements showing high- or low-intensity hybridization to gonad probes and the opposite pattern when hybridized to samples from carcasses or from flies lacking germ cells but having somatic components of the gonads. **(b) **Selected genes with known functions in the germline. Array elements representing germline-marker genes (for example, *vasa *(*vas*), *pumilio *(*pum*), *tudor *(*tud*), *piwi *and *benign gonial cell neoplasia *(*bgcn*) [67,68]) show strong hybridization to labeled gonad mRNA samples and comparatively weaker hybridization to non-germline samples. Furthermore, at least some of the differences between the samples also support the proposed germline sex-determination pathway. For example, as predicted, both *ovo *and *otu *are germline-biased and overexpressed in XX;AA *Sxl *ovaries relative to X;AA *hs-tra *ovaries [40,69]. All these data validate the use of XX;AA and X;AA transformed germlines as matched tissues for the careful analysis of X-chromosome dosage compensation in the germline.

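On the array of Sxl over hs-tra ovaries with the insertion Df(3L)st[j7] P{hs-tra}, ovo and otu, which act in female germ cells, were at log2 ratios of 1.22 and 1.201, higher in Sxl ovaries. On the array labelled Sxl over hs-tra[83] they were at -0.42 and -0.64. In the fit over the loop as labelled, ovo was at 0.40 and otu at 0.49, and neither passed the test. Under the third turning they rose by 0.56 and 0.60 (limma), under the first ovo rose by 0.58, and under the second they were at -0.071 and -0.11. piwi, which germ cells need for self-renewal, was at 2.08 and -0.85 on the 2 arrays and at 0.85 as labelled, and it rose under the first turning by 1.061 and under the third by 1.28, and with the 4 doubtful arrays left out, by 1.18. vas was at 0.60 and 0.10 on the 2 arrays, tud at 0.43 and 0.09, bgcn at 0.43 and 0.32, and pum at 0.29 and 0.01. Of 21 germline markers fixed in advance, 0 passed in Sxl over hs-tra ovaries as labelled, also when adjusted over the list alone. As a set they stood higher in Sxl ovaries (camera adjusted p = 0.024), which was not called with an estimated correlation (adjusted p = 0.46). In otu over hs-tra ovaries vas was at 0.50, piwi at 0.34, ovo at 0.26 and otu, the mutated gene itself, at -0.59, and none passed over all genes. Adjusted over the list alone, vas passed.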

**Figure 4:**
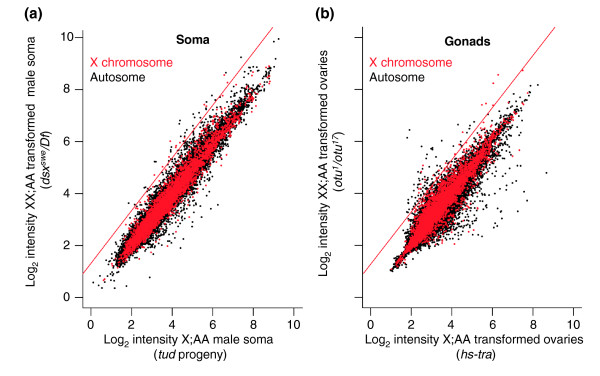
Scatterplots of hybridization intensities from transformed XX;AA and X;AA tissues. Data points correspond to elements reporting autosomal genes (black) and X-chromosome genes (red). **(a) **XX;AA females transformed into somatic males (*dsx*^*swe*^/*Df(3R)dsx*^*M*+*15*^) compared with germlineless X;AA male progeny of homozygous *tud*^*1*^mothers and **(b) **XX;AA ovaries from *ovo*^*1*^/*otu*^*17*^females compared with X;AA ovaries from *hs-tra*^*83*^/+ males transformed into females. The expected twofold difference in gene expression in the absence of X-chromosome dosage compensation is shown as a red line.

**Figure 5:**
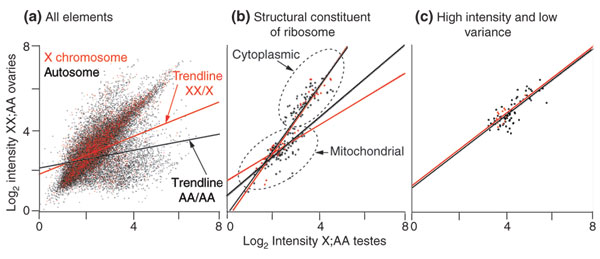
Subsets of gene-expression profiles from wild-type gonads. Scatterplots of hybridization intensities for XX;AA ovary (*y*-axis) versus X;AA testis (*x*-axis) samples to elements corresponding to **(a) **all genes, **(b) **genes encoding cytoplasmic or mitochondrial proteins, and **(c) ***de facto *housekeeping genes (showing high intensity and low variance across all experiments). Data points and regression lines (trendlines) correspond to elements reporting autosomal genes (black) and X-chromosome genes (red).

**Figure 6:**
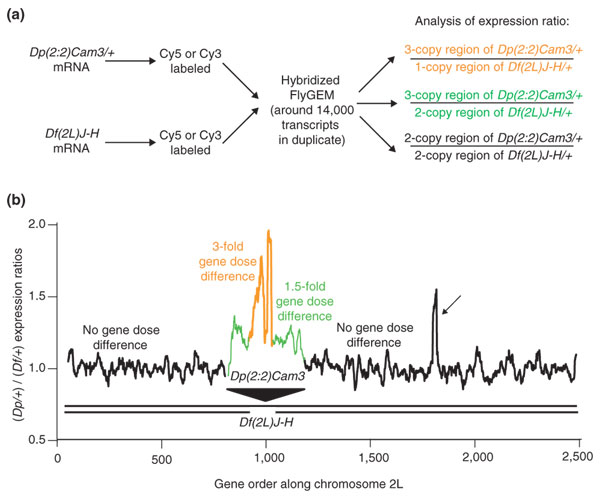
Gene-expression changes due to an altered gene dose on autosomes. **(a) **Experimental design to measure gene-expression changes for altered autosomal gene dose. Replicate mRNA samples from flies bearing a duplication, *Dp*(*2;2*)*Cam3*/+, or a deletion, *Df*(*2L*)*JH*/+, on the left arm of autosomal chromosome 2 (2L) were labeled with either Cy3 or Cy5 and hybridized to FlyGEM arrays. These were performed as dye-swap experiments to avoid any effect of dye bias. Following data extraction, changes in expression ratios as a result of differences in the dose of individual genes were determined. There are no differences in underlying gene dose outside the region of the aberrations, and there is a 1.5-fold difference when a gene is present on the duplication (*Dp*) or a 3-fold difference when the gene is present on the duplication and deleted in the deficiency (*Df*). **(b) **Average expression ratios from duplicate experiments comparing *Dp*/+ vs *Df*/+ adult male flies were plotted as a moving average against gene position along 2L. Gene-expression ratios for no gene dose difference (black), 1.5-fold (green) and 3-fold (orange) gene doses are indicated. Breaks in gene-expression ratios occur at the predicted cytological breakpoints of the aberrations. The aberrations are cartooned below the moving average plot, with the *Dp *(triangle) and *Df *(gap) indicated. In addition, the diploid regions of the genome where *Dp*/+ flies show greater expression than *Df*/+ flies are indicated (arrow).

**Figure 7:**
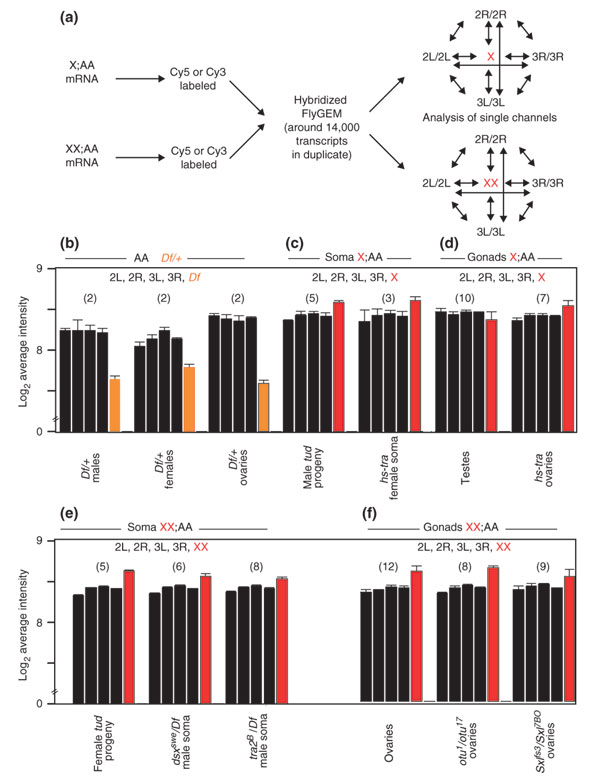
Increased X-chromosome expression in the X;AA soma and germline. **(a) **Experimental design. The mRNA samples from XX;AA or X;AA somatic or germline tissues were labeled with either Cy3 or Cy5 and hybridized to FlyGEM arrays. Hybridization intensities corresponding to X chromosomes (red) and autosomal genes (black) were analyzed within each X:AA or XX:AA sample. **(b-f) **Histograms of hybridization intensities. (b) Autosomal hybridization intensities from single-copy (orange) and two-copy (black) regions of *Df*/+ samples in whole adult males, whole adult females and ovaries. Bars represent autosomal arms, in the order shown across the top. (c-f) Average hybridization intensities from the single X chromosome (red) compared to two copies of each autosomal arms. (c) Germlineless X;AA male progeny of homozygous *tud*^*1*^mothers and carcasses from X;AA males transformed into somatic females with *hs-tra*. (d) X;AA gonads from wildtype males and X;AA *hs-tra *sex transformed flies. (e) Germlineless XX;AA female progeny of homozygous *tud*^*1*^mothers and XX;AA females transformed into males by *dsx*^*swe*^/*Df(3R)dsx*^*M*+*15*^and *tra2*^*B*^/*Df(2R)trix*. (f) XX;AA gonads from wild-type and *otu*^*17*^/*otu*^*1*^and *Sxl*^*7BO*^/*Sxl*^*fs3*^transformed ovaries. Error bars show standard deviation of the mean hybridization intensity from all replicates of each sample. Numbers of hybridization replicates are indicated in parentheses above each histogram panel.

**Figure 8:**
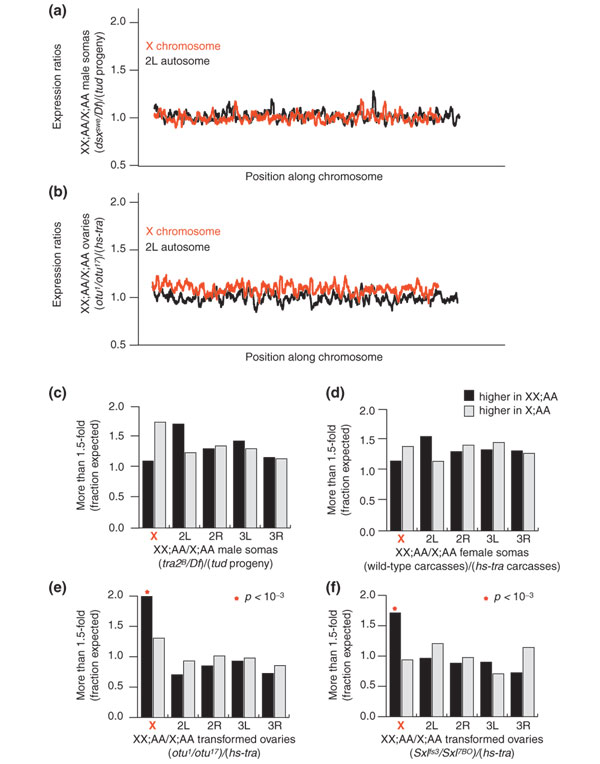
Escaping dosage compensation. **(a,b) **Moving average of expression ratios plotted against position along the X chromosome (red) and autosome 2L (black) from (a) sex-transformed soma and (b) germline. **(c-f) **Histograms of genes showing expression ratios greater than 1.5-fold in either XX;AA (gray) or X;AA (black) transformed soma (c,d) and germline (e,f). Genotypes are indicated. Genes were analyzed by chromosome arm (number of genes >1.5-fold on arm/total on arm)/(number of genes >1.5-fold in genome/total in genome). Χ^2^ tests (*p *> 0.3) indicate that there is no enrichment on the X chromosome for genes expressed more than 1.5-fold in XX;AA soma, but that there is enrichment in gonads (*, *p *< 10^-3^).

**Figure 9:**
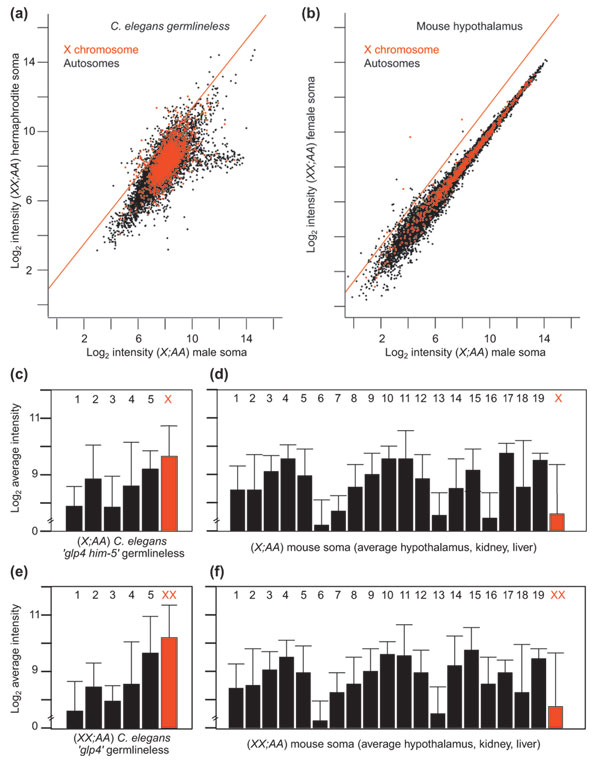
Scatterplots of hybridization intensities from RNA from somatic tissue from XX;AA and X;AA *C. elegans *and mouse. Hybridization intensities of **(a) **germlineless (*glp4*) XX;AA hermaphrodites plotted against a population greatly enriched for germlineless X;AA male *C. elegans *(*glp4 him5*), and **(b) **female mouse hypothalamus tissue plotted against matched tissue from males. X chromosome (red) and autosomal (black) elements as well as the trend line (red) for the twofold expression difference expected in the absence of dosage compensation are shown. **(c-f) **Average hybridization intensities corresponding to genes on the X chromosome (red) and autosomes (black) in (c) X;AA *glp4 him5 C. elegans *male soma and (d) X;AA mouse male soma (average of hypothalamus, kidney and liver) samples, (e) XX;AA *glp4 C. elegans *hermaphrodite soma, and (f) XX;AA mouse female soma samples. The intensities from individual autosomal arms are averaged across all experiments and standard deviations of the means are indicated.

**Figure 10:**
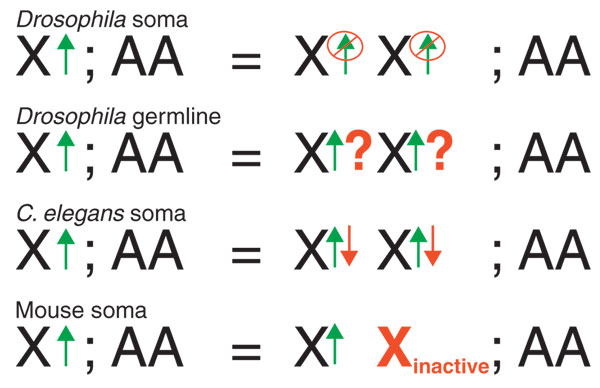
Model for X-chromosome dosage compensation in *Drosophila*, *C. elegans *and mouse. X-chromosome transcription is generally upregulated (green arrow). X;AA tissues thus avoid unbalanced expression of X-chromosome genes. In order to avoid overexpression of X-chromosome genes (red symbols), females either destroy the compensation machinery used in males (*Drosophila *soma), or deploy a counteracting mechanism to reduce expression from both hyperactive X chromosomes (*C. elegans*) or eliminate expression from one hyperactive X chromosome (mouse). The mechanism used in the XX;AA *Drosophila *germline is unknown, but given that X-chromosome expression in the female germline is bi-allelic, an X-inactivation mechanism is unlikely.

**Table 1:** Samples used for measuring X chromosome dosage compensation

Karyotype	Somatic phenotype	Germline phenotype	Sample	Genotype	*N*
XX;AA	Female	Oogenic	Wild type (whole fly)	*y*^*1*^*w*^*67c*^/+; *Dp(2;2)Cam3*/+	2
XX;AA	Female	Oogenic	Wild type (whole fly)	*y*^*1*^*w*^*67c*^/+; *Df(2L)J-H*/+	2
XX;AA	Female	Oogenic	Wild type (ovary)	*y*^*1*^*w*^*67c*^/+; *Dp(2;2)Cam3*/+	2
XX;AA	Female	Oogenic	Wild type (ovary)	*y*^*1*^*w*^*67c*^/+; *Df(2L)J-H*/+	2
X;AA	Male	Spermatogenic	Wild type (whole fly)	*y*^*1*^*w*^*67c*^/*Y; Dp(2;2)Cam3*/+	2
X;AA	Male	Spermatogenic	Wild type (whole fly)	*y*^*1*^*w*^*67c*^/*Y; Df(2L)J-H*/+	2
XX;AA	Female	Oogenic	Wild type (whole fly)	*y*^*1*^*w*^*67* *c*^	5
XX;AA	Female	Ovaries removed	Wild type (carcass)	*y*^*1*^*w*^*67* *c*^	8
XX;AA	Female	Oogenic	Wild type (ovary)	*y*^*1*^*w*^*67* *c*^	12
XX;AA	Female	Germlineless	*tud*^*1*^progeny (whole fly)	*tud*^*1*^*bw*^*1*^*sp*^*1*^	5
XX;AA	Transformed to male	Atrophic	*dsx*^*swe*^/*Df *(whole fly)	*dsx*^*swe*^/*Df(3R)dsx*^*M*+*15*^	6
XX;AA	Transformed to male	Atrophic	*tra2*^*B*^/*Df *(whole fly)	*tra2*^*B*^/*Df(2R)trix*	8
XX;AA	Female	Non-differentiated 'ovarian tumor'	*otu*^*17*^/*otu*^*1*^(ovary)	*ct otu*^*1*^*v*^*24*^/*y w otu*^17^	8
XX;AA	Female	Non-differentiated 'ovarian tumor'	*Sxl*^*fs3*^/*Df *(ovary)	*y Sxl*^*fs3*^/*y cm Sxl*^*7BO*^	9
X;AA	Male	Spermatogenic	Wild type (whole fly)	*y*^*1*^*w*^*67* *c*^	9
X;AA	Male	Testes removed	Wild type (carcass)	*y*^*1*^*w*^*67* *c*^	7
X;AA	Male	Germlineless	*tud*^*1*^progeny (whole fly)	*tud*^*1*^*bw*^*1*^*sp*^*1*^	5
X;AA	Transformed to female	Ovaries removed	*hs-tra *(carcass)	*y*^*1*^*w*^*67c*^/*Y; Df(3L)st*^*j7*^*Ki roe p*^*p *^*P*{*hs-tra*}/+)	2
X;AA	Transformed to female	Ovaries removed	*hs-tra *(carcass)	*w/B*^*s*^*Y; P*{*w*^+ ^*hs-tra*^*83*^}/+	1
X;AA	Male	Spermatogenic	Wild type (testis)	*y*^*1*^*w*^*67* *c*^	10
X;AA	Female	Non-differentiated 'ovarian tumor'	*hs-tra *(ovary)	*y*^*1*^*w*^*67c*^/*Y; Df(3L)st*^*j7*^*Ki roe p*^*p *^*P*{hs-tra}/+)	4
X;AA	Female	Non-differentiated 'ovarian tumor'	*hs-tra *(ovary)	*w/B*^*s*^*Y; P*{*w*^+ ^*hs-tra*^83^}/+	3

# Supplementary material for: Global analysis of X-chromosome dosage compensation
**Source:** J Biol. 2006 Feb 16;5(1):3. doi: 10.1186/jbiol30
**Supplement:** Additional data file 1 — A figure showing the effect of different data handling techniques on differential expression resulting from altered gene dose on the autosomes

Additional data file 1

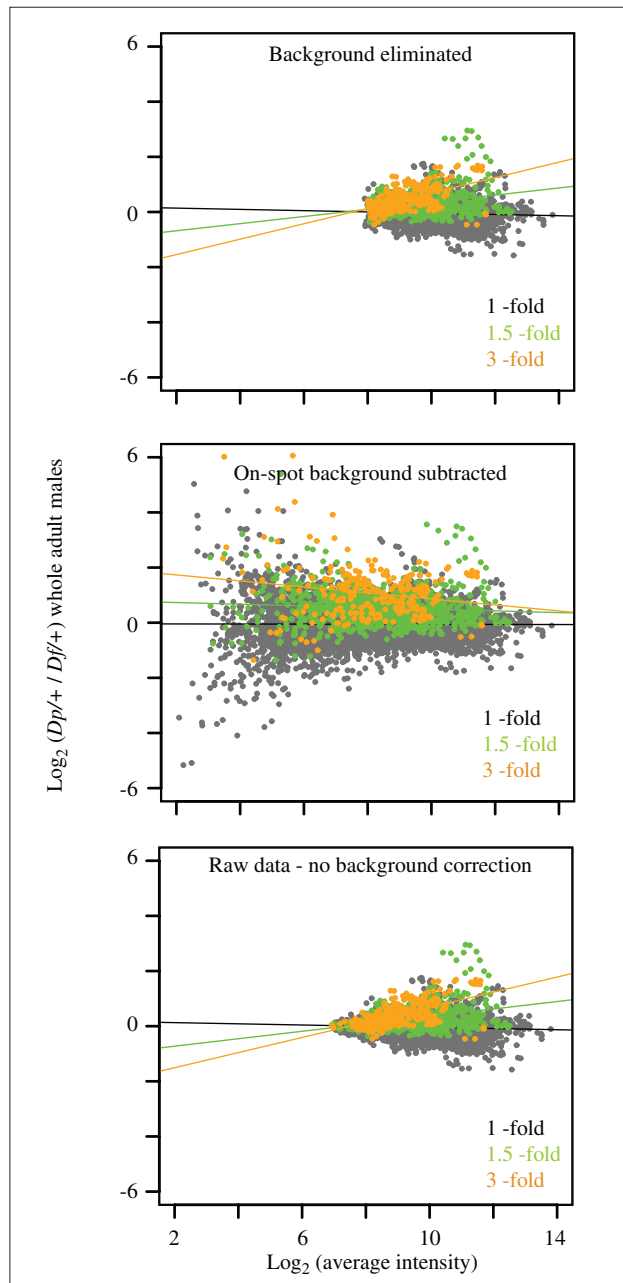**Figure**

Effect of background correction method on fold changes in expression ratios. Data were normalized by print-tip loess within each array, and background corrected by one of the following methods: (a) background elimination, (b) on-spot background subtraction, (c) no background correction. Background correction impacts the absolute values of expression ratios. The on-spot background correction which maximizes differences in the data is used in our analyses.

# Supplementary material for: Global analysis of X-chromosome dosage compensation
**Source:** J Biol. 2006 Feb 16;5(1):3. doi: 10.1186/jbiol30
**Supplement:** Additional data file 5 — Estimation of Hodges-Lehmann (HL) median differences between signal intensities in various experiments

Additional data file 5 - Table 1

HL estimation of median differences for intensities from X;AA *hs-tra* ovaries.

Distribution of intensities (group 1)	Distribution of intensities (group 2)	Median of distribution differences
<i>Dff</i> +	AA	-0.5581
X	AA	0.1631

D (KS statistic) = 1 ($p < 10^{-4}$) for the two distributions of differences.

Additional data file 5 - Table 2**HL estimation of median differences for intensities from X;AA wild type testes.**

Distribution of intensities (group 1)	Distribution of intensities (group 2)	Median of distribution differences
Dff+	AA	-0.558
X	AA	0.0153

D (KS statistic) = 1 ($p < 10^{-4}$) for the two distributions of differences

# Supplementary material for: Global analysis of X-chromosome dosage compensation
**Source:** J Biol. 2006 Feb 16;5(1):3. doi: 10.1186/jbiol30
**Supplement:** Additional data file 6 — A figure showing a simple picture depicting bootstrap HL estimates of median differences followed by the Kolmogorov-Smirnov (KS) test

Additional data file 6

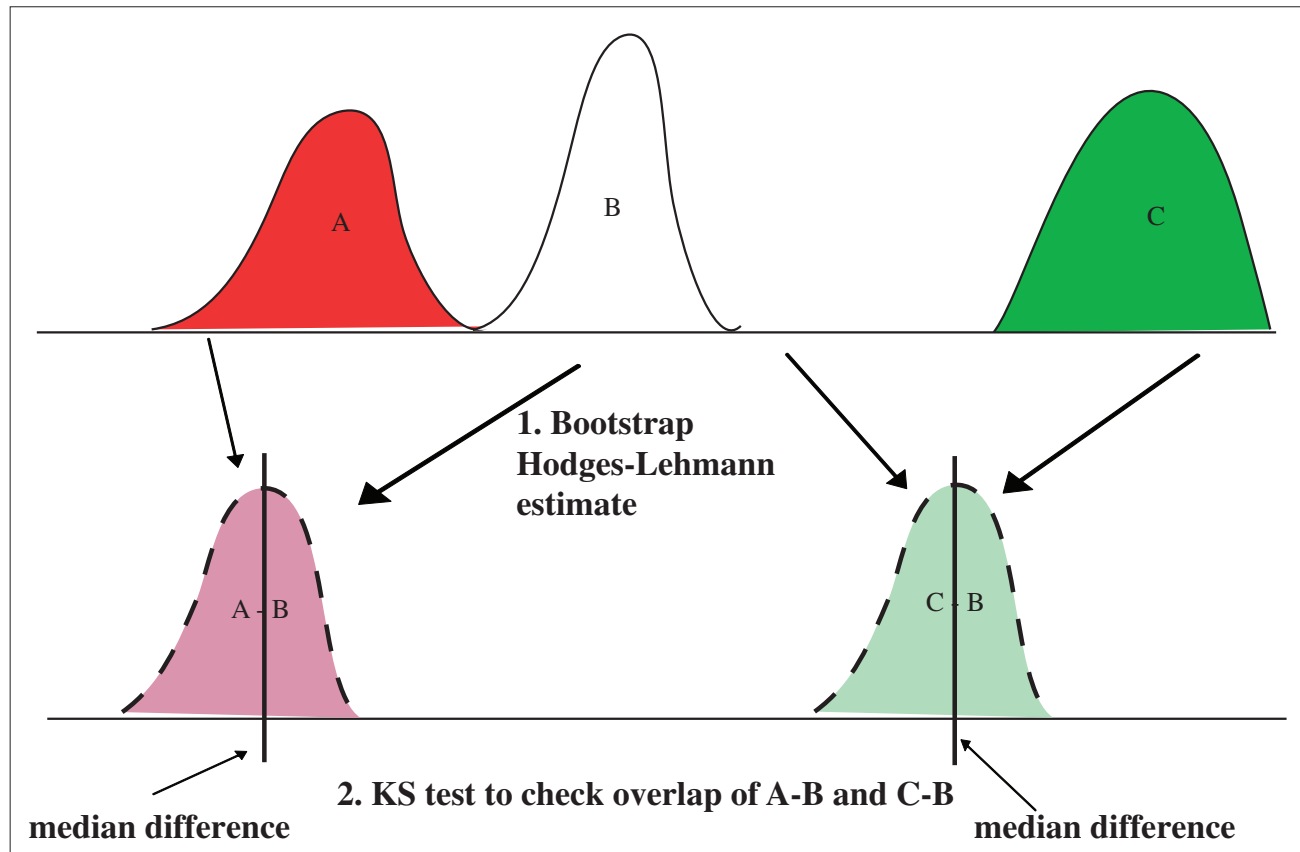

Figure

A simple picture of the Hodges-Lehmann estimate of median differences. Expression ratios (or hybridization intensities) are selected by bootstrap from each distribution. The differences between A and B and B and C are calculated and their distributions are shown. The median differences are indicated, which tell us whether B is closer to A or to C. Their distributions of differences A-B and C-B are compared by KS test, to check for overlap. The D statistics of 1 and p -value $\ll 10^{-4}$ indicate no overlap between A-B and C-B, implying that the B distribution is much closer in median difference to A than it is to C.

How the deposited data were processed for this re-analysis (not part of the article)

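Gene expression was compared on 27 arrays of 2 colours, each of which hybridized RNA of 1 tissue against RNA of another. Of these, 26 could be mapped to a comparison, and 1, whose labels name different samples, was not. The arrays compared gonads and carcasses or whole flies of XX;AA and X;AA karyotype, and Dp/+ with Df/+ flies. The hs-tra insertions, dyes, ages and amounts of RNA were taken from the labels. Labels give 200 ng of mRNA for the 4 soma arrays with flies of 3 to 5 days, and 600 ng for the others.

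The deposited values are log2 ratios, 1 per element and array, which the authors made from GenePix signals by print-tip loess normalization within arrays and quantile normalization between arrays, without averaging duplicate elements. The paper's methods describe 3 ways of background handling and name on-spot correction for the distributions, but do not say which stands behind the deposited ratios. The spread of the ratios was closer to the panels of Additional data file 1 without on-spot background correction. The submitters' processing notes name limma 1.6.7. Scanner signals and intensities were not used here, so ratios could not be normalized again, and claims that rest on intensities or on direct arrays of wild-type ovaries over testes were not analysed here. Direction was taken as channel 2 over channel 1, as marker genes of yolk, eggshell, testis and accessory gland had it on 4 of 7 arrays and eggshell genes on the wild-type over hs-tra ovary array, where yolk protein genes lay on both sides of 0, while both Sxl over wild-type ovary arrays were undecided. Scale and centring stay unknown where the background handling does, and direction stays unknown for the arrays that ran against their partners.

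The median log2 ratio of each array, before any turning to a common direction, lay near 0. It was -0.003 and 0.029 for otu over hs-tra ovaries with Df(3L)st[j7] P{hs-tra}, 0.003 and 0.013 with hs-tra[83], and 0.033 and -0.015 for Sxl over hs-tra ovaries with hs-tra[83] and Df(3L)st[j7] P{hs-tra}. For Sxl over otu ovaries it was 0.008, 0.019, 0.010 and 0.014, for Sxl over wild-type ovaries 0.017 and 0.062, and for wild-type over hs-tra ovaries 0.034. It was -0.129 for Sxl ovaries over testes and -0.142 for hs-tra ovaries over testes. In Dp/+ over Df/+ it was 0.015 and 0.007 for females, 0.010 and 0.014 for males, and 0.003 and 0.010 for ovaries. In the soma it was 0.004 for dysgenic females over hs-tra carcasses, 0.023 for hs-tra over male carcasses, 0.010 for female over hs-tra carcasses, 0.002 for dsx over tud males and 0.004 for dsx males over wild-type females. The array that was not mapped had a median of -0.031.

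Of 31464 elements, 25172 had 1 gene symbol in the platform's annotation, 146 had several and 6144 had none listed. Symbols were updated through a table of the Release 6 plus ISO1 MT assembly, which was used for names, chromosome arms and gene order only. In all, 25114 elements were placed, 24212 by gene identifier and 902 by symbol. They stand for 10547 genes, 1689 of them on the X, 1966 on 2L, 2124 on 2R, 2047 on 3L, 2666 on 3R and 55 on the fourth chromosome. Elements of a gene were averaged. Each gene had 2 elements (9066 genes) or more (1481 genes), and the elements of a pair correlated at 0.67 to 0.99 per array. Blank values were 3.2% on 4 arrays and 12.8% to 24.0% on the others, and were left out. Sxl, which the paper names, and nos, roX1, roX2 and Lsp1alpha were not analysed here.

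Linear models were fitted per gene with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 15 gonad arrays other than Dp/+ over Df/+ were fitted together as a loop of tissues, and the 6 Dp/+ over Df/+ arrays by tissue, with the mean over the 3 tissues tested. Genes needed values on at least 10 of the 15 or 4 of the 6 arrays. The paper states that 2 independent preparations of mRNA were made for each Dp/+ over Df/+ tissue, and that most direct comparisons include both dye flips and biological replicates. Its text does not say which of the loop arrays are which, and its figure of the design (Additional data file 2) was not used here, so their p-values measure the spread between these arrays, which may be partly technical. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. X shifts and region shifts were tested with exact sign-flip and exact permutation tests over arrays. X enrichment in ovaries was tested with the paper's chi-square test over genes, and in the soma, with 1 array each, it was not tested. Differences between groups of ribosomal genes were tested with 100000 resamples. List medians on single arrays were set against 10000 random lists of the same size, which could not be matched on intensity. Moving averages used 20 genes, and a region of 2L had at least 20 genes in each part. These steps were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The steps were tested on simulated data with known changes, where otu over hs-tra gave 65% of genes changed by 0.5 on the log2 scale and 96% of those changed by 1, with 3 false calls of 9283 genes. Dp/+ over Df/+ gave 100% of both, with 3 false calls of 10176 genes. These shares hold for the simulated spread and do not give the power on the real arrays. In otu over hs-tra, CG11382 passed at a log2 value of 1.28, while Cp38 at -1.65 (standard error 0.45) did not pass over all genes.

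Comparisons, tests, gene lists and the rule for named genes were fixed before the data were examined. The rule names every measured gene that the paper names, the 10 largest rises and 10 largest falls with the same sign on every array in otu over hs-tra, Sxl over hs-tra and Dp/+ over Df/+, the 10 X genes with the largest rise in otu over hs-tra, up to 4 members of a list with the largest change, the 5 largest each way in comparisons of 1 array, and the 4 largest genes of each region. HP1 is used for the gene of that protein, as in the paper. The 20 lists were the genes the paper names, germline markers, maternal and oocyte genes, eggshell, testis, yolk protein, accessory gland (seminal fluid), larval serum, dosage compensation, sex determination, cytoplasmic ribosomal, mitochondrial ribosomal, muscle, heat shock, immune, digestive, follicle cell, cell cycle, neuronal and oxidative phosphorylation genes. Alternatives were centring, scaling, a dye term, direct arrays only, genes measured on every array, the median of elements, averaged dye swaps, other statistics and windows, and leaving out each array. A further alternative was robust limma variances with a trend. The trend ran over the mean absolute log2 ratio of a gene, because intensities were not used. The turnings of the doubtful arrays, leaving those arrays out, leaving out the Dp/+ over Df/+ ovary arrays and shifts over genes with no blank element on the arrays with 12.8% to 24.0% blank values were added after the data were seen. The number of arrays limits the precision of all values.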

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

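The tests of exchanged channels for the Sxl over hs-tra[83] array and for the second Sxl over wild-type ovary array, of the insertions, of the region limits, of buffering, of a narrower scale and of the sign patterns of arrays were chosen only after the results they bear on had been seen.

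The 2 arrays labelled Sxl over hs-tra ovaries had X shifts of opposite sign, -0.0845 with hs-tra[83] and 0.115 with Df(3L)st[j7] P{hs-tra}, a difference that was not tested. The different insertions argue poorly for this, since otu over hs-tra arrays of different insertions correlated at a mean of 0.183 over 4 pairs, the lowest at 0.029, and the Sxl over wild-type ovary arrays, which hold no hs-tra tissue, also ran against each other. The Sxl over hs-tra[83] array correlated at -0.65 with the ratio from the 11 arrays outside both comparisons and its partner at 0.77, which, with tra higher in its Sxl channel, suggests that its channels were exchanged in the labels. For the Sxl over wild-type ovary arrays the values were 0.846 and -0.742, which argues against an exchange on the first and suggests one on the second; wild-type ovaries enter those 11 arrays only through the wild-type over hs-tra array, whose eggshell genes (11 of 11 above 0) and tra fit its labels, and with it turned they were -0.21 and 0.17. No biological explanation was tested.

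The median Dp/+ over Df/+ ratios of the regions lay below the ratio of gene copies in all 3 tissues, though 17 of 236 genes of the 1.5-fold region exceeded 1.5-fold in males. Genes outside the aberrations taken into the regions by error argue poorly for this, since the central part of the 3-fold region, away from its limits, was shifted by only 0.342 ± 0.090 (SD, n = 4 whole-fly arrays). Background signal left in dim genes is a candidate explanation for part of it, since genes with no blank element exceeded genes with some by 0.0797 ± 0.0088 in the 1.5-fold region (SD, n = 4 whole-fly arrays, above 0 on 4 of 4). Genes of the 3-fold region with no blank element still stood at 0.582 ± 0.097 (SD, n = 4), where gene dose alone would give 1.58. Buffering, which the paper states that it detected, and ratios compressed by the arrays cannot be told apart from these values. The paper states that spike-in controls and northern blots reveal no evidence of compression, and those controls were not used here.

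The Dp/+ over Df/+ shift was smaller on the ovary arrays than on the whole-fly arrays. A narrower scale of the ratios would leave ranks in place, but a gene of the 3-fold region exceeded another autosomal gene in 77.6% of pairs on the ovary arrays and in 90.4 ± 3.2% (SD, n = 4) on the whole-fly arrays. Dim elements that whole-fly arrays leave blank argue poorly as the whole cause too, since over genes with no blank element the shift was 0.348 on the ovary arrays (0.28 and 0.42) and 0.58 on the whole-fly arrays, and both together leave 90.1% of pairs (87.3% and 92.8%) against 96.0 ± 0.83% (SD, n = 4; 95.0% to 96.9%). Noise also lowers the share of pairs, and the 2 ovary arrays correlated at 0.18 where the whole-fly pairs correlated at 0.60 and 0.83. A narrower scale together with more noise, other differences in processing and a weaker response of ovaries to gene dose, none of which was tested, stay open.

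In Dp/+ over Df/+, 2473 of 9649 genes differed between males and females (limma, test of the difference; 3750 at an unadjusted p under 0.05), 1272 higher and 1201 lower in males. In the 3-fold region 12 of 30 genes differed, 11 of them higher in males. In the matched soma the X shift was -0.026 in dsx over tud males and 0.0305 in female over hs-tra carcasses, a difference of sign that was not tested.

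Of 139 groups of 4 to 10 arrays, 4 held an array far from the others, where chance gives about 1 in 20. In otu over hs-tra these were Ostgamma at -0.258 on 1 array with Df(3L)st[j7] P{hs-tra} (others -0.338 to -0.3245), mle at -0.3025 on the other (others 0.0345 to 0.0625), and mute at -0.2455 on 1 array with hs-tra[83] (others -0.391 to -0.3715). In Sxl over otu it was ovo at 0.249 on 1 array (others 0.0672 to 0.0978).

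Gene lists that the paper does not analyse stood apart in camera with the preset correlation. In otu over hs-tra ovaries these were digestive genes (adjusted p = 2.8e-11 from camera, higher; adjusted p = 0.31 with an estimated correlation) and testis genes (adjusted p = 0.041 from camera, lower; adjusted p = 0.58 with an estimated correlation). In Dp/+ over Df/+ flies these were muscle genes (adjusted p = 1.2e-10), oxidative phosphorylation genes (adjusted p = 1.9e-05), immune genes (adjusted p = 1.6e-04), eggshell genes (adjusted p = 0.0057) and testis genes (adjusted p = 7.7e-05), all from camera and all higher in Dp/+ apart from testis genes. These calls were lost with an estimated correlation, at an adjusted p = 0.56 for oxidative phosphorylation genes and an adjusted p = 0.26 for each of the others.

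Turning the signs of arrays in every way gives 8 patterns for otu over hs-tra, where 1 of 8, the real one, gave as many changed genes (20, highest other 0), and 8 patterns for Sxl over otu, where 1 of 8 did (23, highest other 0). Both have too few patterns for a share under 0.05. For Dp/+ over Df/+, 2 of 32 patterns gave as many changed genes as the real 1920, the other being 1987 with both ovary arrays turned. The fit has 1 coefficient per tissue, so turning both arrays of a tissue leaves the spread as it is, and this count decides nothing about chance.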

How the results depend on the processing

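The turnings, leaving out the 4 doubtful arrays, leaving out the Dp/+ over Df/+ ovary arrays and shifts over genes with no blank element were chosen after the data were seen; the other alternatives were planned. Of the values that answer a comparison, those set in advance left 101 the same, moved 37, weakened 20, strengthened 6 and reversed 8; added ones left 19 the same, moved 19, weakened 3, strengthened 6 and reversed 2. Unless a reason is given, the cause was not tested. No paired analysis was possible because the arrays of different comparisons share no replicate numbers. Limits of 2L regions by cytological band were not run, and the arrays hold no signals from which dim elements could be filtered. Direct arrays and leaving out 1 array could not be run for ovary over testis, nor genes on every array and leaving out 1 array for the soma enrichment, and no gene was X;AA-biased on every Sxl over hs-tra array.

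The Dp/+ over Df/+ shifts kept their direction under all alternatives. Without 1 array they were 0.0986 to 0.139 for the 1.5-fold region, 0.335 to 0.423 for the 3-fold region and 0.225 to 0.286 for their difference, where exact p cannot go below 0.0625, and without the ovary arrays 0.159, 0.494 and 0.334, where it cannot go below 0.125. The X shift of transformed ovaries minus the 1.5-fold shift was -0.122, past the threshold, under the second turning, which goes against tra for Sxl over hs-tra. Over genes with no blank element it was -0.126 as labelled and -0.193 under the second turning, both past the threshold, and -0.070 under the first, which did not pass; the X shift itself was 0.118 under the first turning, past the threshold, and -0.0055 under the second. Highest X windows of 10 and 40 genes were 0.370 and 0.135 in otu over hs-tra, and 0.285 and 0.0766 in dsx over tud males; outside the aberrations the highest window of 10 genes was 0.310.

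At 2-fold the share of genes fell, by construction, to 0.363% in otu over hs-tra, 0.0565% in Sxl over hs-tra, 0.165% in Sxl over otu, 0.0118% in Sxl over wild-type ovaries, 2.48% in wild-type over hs-tra ovaries, 15.9% in Sxl over testes, 16.6% in hs-tra over testes, 1.55% in female over hs-tra carcasses, 0.766% in dysgenic females over hs-tra carcasses, 2.72% in hs-tra over male carcasses, 0.980% in dsx over tud males and 1.29% in dsx males over wild-type females. With each of the 3 turnings the share past 1.5-fold was 9.61% in Sxl over hs-tra and 14.8% in Sxl over wild-type ovaries. X enrichment of XX;AA-biased genes in otu over hs-tra was 0.751 with X and autosomes centred apart, 1.37 over elements, 0.972 for genes past the fold on every array and 0.978 to 1.59 without 1 array, the highest without an hs-tra[83] array. In Sxl over hs-tra it was 1.52 over elements, 0 on every array, 1.47 under the first and under the other turning that includes the hs-tra[83] array, 0.597 under the second, and 0.520 to 1.62 without 1 array. In female over hs-tra carcasses it was 0.461 at 2-fold, and in Sxl over otu 3.94 at 2-fold and 2.49 on every array. The X minus autosome difference of ribosomal genes was 0.0889 for mitochondrial ones in otu over hs-tra, 0.299 for cytoplasmic ones in Sxl over hs-tra, and 0.0913 and 0.0139 for cytoplasmic and mitochondrial ones in ovary over testis.

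Genes changed in otu over hs-tra numbered 112 scaled, 2 with direct arrays only, 4 with dye swaps averaged and 8 to 16 without 1 array. They numbered 0 with a robust limma trend over the mean absolute log2 ratio (1291 at an unadjusted p under 0.05). Under the turnings they numbered 723, 31 and 2024, and with the 4 arrays left out 865. In Sxl over hs-tra they numbered 0 to 713 without 1 array (713 without the hs-tra[83] array; 225 at an unadjusted p under 0.05 without its partner), 1215 under the first turning, 3201 under the third and 500 with the 4 left out. In Sxl over otu they numbered 417 scaled, 973 direct and 7 to 14 without 1 array. They numbered 0 with a robust limma trend over the mean absolute log2 ratio (1098 at an unadjusted p under 0.05). Under the turnings they numbered 303, 45 and 1039, and with the 4 left out 316. In ovary over testis they numbered 433 scaled (12 higher and 421 lower), 1818 centred (525 higher and 1293 lower, where the main setting gave 1208 and 1117), 3826 under the first turning and 3907 under the third. In Dp/+ over Df/+ they numbered 8 with 1 coefficient for all tissues and 972 to 1777 without 1 array, 1014 and 972 without an ovary array each.

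Of named genes that passed in otu over hs-tra, alternatives left 168 values the same, 86 past the threshold no more and 0 reversed; in Dp/+ over Df/+ the numbers were 495, 71 and 2. Reversed values of the others follow, on the log2 scale. In otu over hs-tra, dsx was 0.0017 centred, 0.0091 with a dye term, 0.013 direct, 0.023 under the first turning, 0.075 under the third and 0.030 with the 4 left out; mof was 0.0028 and msl-2 0.025 scaled; bgcn was -0.072 under the first turning; mof was 0.0046, msl-2 0.044 and piwi -0.013 under the second. Ranges without 1 array were -0.0090 to 0.119 for bgcn, -0.0252 to 0.0187 for dsx, -0.0630 to 0.0135 for mle, -0.0455 to 0.0291 for mof, -0.0535 to 0.0440 for msl-2 and -0.0037 to 0.140 for pum. In Sxl over hs-tra, HP1 was 0.062, dsx -0.024, hay 0.0088 and pum 0.152 direct; mle was -0.022, mof -0.015 and tud -0.048 with a dye term; hay was 0.00026 scaled; pum was 0.011 centred and 0.0052 with dye swaps averaged. Under the first turning bgcn was -0.097, mle -0.1003, mof -0.093 and tud -0.111; under the second msl-1 was -0.023, otu -0.108, ovo -0.071, stil 0.064 and tra 0.519; under the third mof was -0.078 and pum 0.068; with the 4 left out mle was -0.023, mof -0.032 and msl-1 -0.070. Ranges without 1 array were -0.0186 to -0.0162 for mle, -0.0386 to 0.0540 for mof and -0.0220 to 0.0588 for tud. In Sxl over otu, under the first turning bgcn was -0.025, mof -0.015 and tra -0.293; under the second HP1 was 0.00029, ovo -0.094 and stil 0.078; under the third mof was -0.0081, msl-3 -0.0025, tra -0.258 and tra2 -0.014; with the 4 left out msl-3 was -0.0068. In Dp/+ over Df/+ without the ovary arrays Vm32E was -0.075, dec -0.085, hay -0.016 and pum 0.052, and ranges without 1 array were -0.0502 to 0.00025 for dsx, -0.00175 to 0.0169 for hay, -0.0011 to 0.0233 for mof and -0.0414 to 0.0249 for pum. In ovary over testis, stil was -0.032 centred and -0.107 scaled, bgcn -0.181 scaled; under the first turning msl-2 was 0.057 and otu -0.228; under the second bgcn was -0.744 and tra2 0.223; under the third bgcn was -0.738 and tra2 0.177; with the 4 left out bgcn was -0.629.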

Differences from the paper's values

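The paper states that around 70 genes have 1 copy in Df/+ flies. The 3-fold region found from the ratios had 33 measured genes, as the middle value of the 3 tissues. The value also differed with the region found from all 6 arrays and with at least 10 genes per part (32 each), the alternatives set before the data were examined. With at least 10 genes per part the regions of the 3 tissues had 33, 32 and 18 genes.

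The paper calculates that approximately 2% of X genes escape dosage compensation in the germline and does not define the calculation in its text. The nearest measure here, the percentage of X genes over 1.5-fold higher in XX;AA transformed ovaries minus that of other genes, was 0.063 percentage points in the mean of the otu over hs-tra arrays. It also differed at 2-fold (0.0999), centred (0.0884), with X and autosomes centred apart (-0.22), over elements (0.396), for genes past the fold on every array (-0.0023) and without 1 array (-0.023 to 0.605). On single arrays the excess was 2.31, 1.38, 1.08 and 0.46. For Sxl over hs-tra the 2 arrays gave 5.03 and -2.15, with 0.209 in their mean, a spread too wide to set the mean beside the paper's value.

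X enrichment among genes higher in XX;AA ovaries of otu over hs-tra was about 2.0 in Fig. 8e, read by eye, and 1.065 here in the mean of the arrays. It was taken as not differing when within 1.5-fold of the paper's value, as at 2-fold (1.80), over elements (1.37) and without 1 hs-tra[83] array (1.59). It differed with the other alternatives: centred (1.09), X and autosomes centred apart (0.751), on every array (0.972) and without any other array (0.978 to 1.05). Each single array, as given above, stood above the mean, and all but 1 hs-tra[83] array lay within 1.5-fold of the paper's value. The difference thus holds for the mean, which has fewer genes past a fold than single arrays. Among genes higher in X;AA carcasses of female over hs-tra carcasses, X enrichment was about 1.4 in Fig. 8d, read by eye, where all arms stand above 1, and 0.586 here. It differed with all alternatives, at 2-fold (0.616), centred (0.558), with X and autosomes centred apart (0.596) and over elements (0.650). Both figure values follow the shading in the key of Fig. 8, and its legend gives the opposite shading, by which they would be about 1.3 in Fig. 8e and about 1.1 in Fig. 8d, read by eye.

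The paper states that the 1.5-fold autosomal dose gave a greater difference than the 2-fold X dose in all comparisons of transformed gonads. It compared distributions of bootstrapped ratios after on-spot background correction. Here medians of single arrays were compared, and the background handling of the ratios is not known, so the measures are unlike. The shifts were not scaled by the spread of an array, which is narrowest on the Dp/+ over Df/+ ovary arrays. By the size of the shifts, the tally over pairs of arrays was 25 of 36 here, and 3 of 12 against the Dp/+ over Df/+ ovary arrays, whichever Sxl over hs-tra array was turned. Counted with the sign it was 27 of 36 and 5 of 12 as labelled, and 25 and 31 of 36, and 3 and 7 of 12, when 1 or the other Sxl over hs-tra array was turned, which was chosen after the values were seen. Over genes with no blank element, also chosen after the values were seen, it was 28 of 36 and 8 of 12 by size, and with the sign 32 and 10 as labelled, and 28 and 36 of 36, and 8 and 12 of 12, with 1 or the other turned. In the matched soma it was 8 of 8 both ways.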

Other observations

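Of 9649 genes tested, 878 were higher and 1042 lower in Dp/+ than in Df/+ flies in the mean over the 3 tissues (limma; 3243 at an unadjusted p under 0.05), and 419 of these had the same sign on all 6 arrays. Of the 9387 genes outside the widest limits of the aberrations, 717 were higher and 1041 lower. These counts take the spread from within each pair of arrays of a tissue; with 1 coefficient for all tissues, 8 of 10176 genes passed, all higher (limma; 1222 at an unadjusted p under 0.05), and 1014 and 972 passed without an ovary array each. Besides genes of the aberrations, rises included tobi at 0.78 (standard error 0.033, adjusted p = 5.2e-06 from limma) and smp-30, which encodes regucalcin, at 0.76 (standard error 0.025, adjusted p = 1.1e-06 from limma), both on 3R, and CG6839 on 3L at 0.64. Within the 3-fold region CG5973 was at 0.71, CG4502 at 0.65 and milt, a mitochondrial motor adaptor, at 0.64. Falls were Veneno, a Tudor-domain protein, at -0.50, Trx2 and CG8562 at -0.41, AP-1sigma, ClpP and CG12112 at -0.34, CG6295, Ubc2 and CG15109 at -0.32, and CG7222 at -0.31. Of 18 contractile genes of muscle 11 were higher (15 adjusted over the list alone; adjusted p = 0.26 with an estimated correlation), with Act88F at 0.60, TpnC41C at 0.53, Tm2 at 0.45 and Mlc2 at 0.40. A part of the arrays carries these means: Act88F and TpnC41C were above 0 on 3 of 6 arrays and Tm2 and Mlc2 on 4, with Act88F at -0.14 on the lowest and 2.09 on the highest. Of 38 oxidative phosphorylation genes 16 were higher and 2 lower (19 and 2 adjusted over the list alone), with blw at 0.69, COX5B at 0.54, ATPsynC at 0.44 and ATPsyngamma at 0.25 (adjusted p = 0.56 with an estimated correlation). On single arrays COX5B was above 0 on 6 of 6, blw on 5, ATPsynC on 3 and ATPsyngamma on 2. Of 9 immune genes 5 were higher (5 adjusted over the list alone), with PGRP-SB1 at 0.42, DptB at 0.41, Mtk at 0.30 and Drs at 0.18, the last above 0 on 2 of 6 arrays. Of 30 digestive genes 8 were higher and 11 lower (12 and 14 adjusted over the list alone), among them the maltase genes Mal-A6 at 0.53, Mal-A1 at 0.48 and Mal-A8 at 0.43, and the protease gene Jon74E at -0.52. Of 10 eggshell genes 4 were higher (7 adjusted over the list alone), with Vm34Ca at 0.28, Vm26Aa at 0.25, dec at 0.18 and Vm32E at 0.16, the last 2 below 0 without the ovary arrays, and of 22 testis genes 9 were lower (15 adjusted over the list alone), with Mst77F at -0.32, ProtB at -0.22, and Dpy-30L2 and ocn at -0.19. For immune, eggshell and testis genes too the estimated correlation gave an adjusted p = 0.26.

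In the other lists, genes higher and lower in Dp/+ were 5 and 1 of 37 cytoplasmic ribosomal, 1 and 3 of 62 mitochondrial ribosomal (0 and 2 adjusted over the list alone), 3 and 1 of 19 germline, 2 and 1 of 19 oocyte, 2 and 2 of 15 neuronal, 1 and 2 of 14 accessory gland (1 and 6 adjusted over the list alone), 0 and 3 of 27 cell cycle, 0 and 1 of 6 heat shock, 1 and 0 of 15 follicle cell, 1 and 0 of 7 dosage compensation, 2 and 0 of 2 larval serum, 0 and 0 of 16 sex determination and 0 and 0 of 1 yolk protein genes (1 adjusted over the list alone). Counts without a second pair in brackets did not change when adjusted over the list alone. Of the genes the paper names, 4 of 18 were higher (4 adjusted over the list alone): HP1 at 0.30 (standard error 0.044, adjusted p = 0.0022 from limma), tud and msl-1 at 0.14 and vas at 0.10. HP1, msl-1 and vas lie on 2L, the arm of the aberrations. Their place relative to the limits is not given here, so these values do not mark a secondary effect. The values of otu, piwi, ovo and mle were 0.12, 0.074, 0.051 and 0.054, those of tra, msl-2, mof and hay 0.035, 0.021, 0.011 and 0.0076, and those of stil, msl-3, bgcn, tra2, dsx and pum -0.065, -0.073, -0.050, -0.035, -0.025 and -0.0083.

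In wild-type ovaries over testes, which the loop gives only indirectly, 2325 of 9017 genes differed, 1208 higher in ovaries and 1117 higher in testes (limma; 3459 at an unadjusted p under 0.05), or 25.8% of genes, where the paper gives about 31% of the genome, without a threshold. The balance depends on the scale and centring of arrays, with 525 higher and 1293 lower in ovaries when centred and 12 and 421 when scaled. The count was 3826, 2823 and 3907 under the 3 turnings and 2141 of 8637 genes with the 4 doubtful arrays left out. Of 20 testis genes 13 were lower in ovaries (13 adjusted over the list alone; adjusted p = 0.037 with an estimated correlation), and of 7 accessory gland genes 6 were lower (6 adjusted over the list alone). Of 18 genes the paper names 6 were higher (6 adjusted over the list alone): HP1 at 2.34, vas at 1.88, msl-1 at 0.96, pum at 0.77, mof at 0.41 and hay at 0.33. All 6 lost their call with arrays scaled (HP1 at an adjusted p = 0.36 from limma, vas at 0.10), and pum, mof and hay also when centred (hay, which passed at an adjusted p = 0.049, at 0.26 from limma). Over all alternatives their values were the same in 46 and past the threshold no more in 20. In Sxl ovaries over testes, 1 array, the highest were Yp1 at 4.86, Yp2 at 4.78, trol at 3.19, Dip-B at 3.15 and Pxn at 3.10, and the lowest CG12860 at -4.89, CG5089 at -4.79, Obp44a at -4.68, CG8701 at -4.34 and Spn77Bb at -4.28. In hs-tra ovaries over testes the highest were HP1 at 3.81, tra and Yp2 at 3.29, RpL22-like at 3.09 and Pdcd4 at 3.07, and the lowest Obp44a at -4.76, CG31883 at -4.53, Spn77Bb at -4.44, Acp32CD at -4.37 and CG14926 at -4.34. In wild-type over hs-tra ovaries eggshell genes had a median of 1.07 (11 of 11 above 0) and oocyte genes of 0.63 (19 of 20 above 0), with dhd at 2.80, Cp38 at 2.53, Pxt at 2.17, dec at 2.16 and me31B at 2.11, and Tep4 at -4.65, CG44774 at -4.10, CR10102 at -3.64, CG6409 at -3.32 and Msr-110 at -3.03.

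In Sxl over otu ovaries, both XX;AA, 23 of 9283 genes differed, 4 higher and 19 lower (limma; 1024 at an unadjusted p under 0.05). The count was 0 with a robust limma trend over the mean absolute log2 ratio (1098 at an unadjusted p under 0.05). It was 973 with direct arrays only, 417 scaled, and 14, 7, 7 and 8 without 1 of the 4 arrays. Under the 3 turnings it was 303, 45 and 1039, and with the 4 doubtful arrays left out 316. Oocyte genes (camera adjusted p = 3.8e-05), eggshell genes, germline markers and cell cycle genes stood higher as sets, none of which held with an estimated correlation (adjusted p = 0.39 to 0.51), and otu, osk and BicC were at 1.08, 0.94 and 0.93 and did not pass over all genes. Adjusted over the list alone, 2 of 20 oocyte genes (BicD and stau), 2 of 11 eggshell genes (Cp38 and dec), 3 of 28 cell cycle genes (Cdk2, PolA1 and fzr) and 2 of 18 genes the paper names (otu and msl-1, the second also among 7 dosage compensation genes) were higher. In hs-tra over male carcasses, both X;AA, the highest were Yp2 at 6.90, Yp1 at 6.13, fit at 5.38, tobi at 4.99 and CG12374 at 4.89, and the lowest EbpII at -3.94, Obp56g at -3.66, Ebp at -3.43, Arr2 at -2.62 and CG7214 at -2.54. In dsx males over wild-type females, both XX;AA, the highest were Obp56g at 4.32, Acp62F at 3.39, Spn77Bb at 3.31, Acp53C14a at 3.28 and Ebp at 3.27, and the lowest Yp2 at -4.58, Yp1 at -4.55, Yp3 at -3.33, Fad2 at -2.90 and fit at -2.43. X shifts in these comparisons of equal karyotype were -0.028 and -0.0255, and -0.0088 to -0.017 on the 4 arrays of Sxl over otu ovaries.

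Ribosomal protein genes on the X stood above those on autosomes by 0.136 in otu over hs-tra ovaries (12 against 84 genes; permutation test over genes, p = 0.0048) and by 0.166 in Sxl over hs-tra ovaries as labelled (permutation test, p = 0.00062). The 9 mitochondrial X genes stood above autosomal ones by 0.089 in otu over hs-tra (permutation test, p = 0.087) and the 3 cytoplasmic ones by 0.42 (permutation test, p = 0.0071), and in Sxl over hs-tra by 0.139 (permutation test, p = 0.0079) and 0.299 (permutation test, p = 0.053). Under the first turning the differences were 0.191 and 0.216. In wild-type ovaries over testes the difference was -0.125 (permutation test, p = 0.34), but 0.091 for cytoplasmic genes alone (permutation test, p = 0.57) and 0.014 for mitochondrial genes alone (permutation test, p = 0.89). The medians of 20 genes around st and tra on the arrays with Df(3L)st[j7] P{hs-tra} were between -0.12 and 0.053, and around dsx -0.067 and -0.029 on the arrays with dsx males. The array of unknown second sample had 3.2% blank values and a standard deviation of 0.41, and was used in no comparison.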
